# Sex-biased genetic programs in liver metabolism and liver fibrosis are controlled by EZH1 and EZH2

**DOI:** 10.1371/journal.pgen.1008796

**Published:** 2020-05-19

**Authors:** Dana Lau-Corona, Woo Kyun Bae, Lothar Hennighausen, David J. Waxman

## Abstract

Sex differences in the incidence and progression of many liver diseases, including liver fibrosis and hepatocellular carcinoma, are associated with sex-biased hepatic expression of hundreds of genes. This sexual dimorphism is largely determined by the sex-specific pattern of pituitary growth hormone secretion, which controls a transcriptional regulatory network operative in the context of sex-biased and growth hormone-regulated chromatin states. Histone H3K27-trimethylation yields a major sex-biased repressive chromatin mark deposited at many strongly female-biased genes in male mouse liver, but not at male-biased genes in female liver, and is catalyzed by polycomb repressive complex-2 through its homologous catalytic subunits, Ezh1 and Ezh2. Here, we used *Ezh1*-knockout mice with a hepatocyte-specific knockout of *Ezh2* to investigate the sex bias of liver H3K27-trimethylation and its functional role in regulating sex-differences in the liver. Combined hepatic Ezh1/Ezh2 deficiency led to a significant loss of sex-biased gene expression, particularly in male liver, where many female-biased genes were increased in expression while male-biased genes showed decreased expression. The associated loss of H3K27me3 marks, and increases in the active enhancer marks H3K27ac and H3K4me1, were also more pronounced in male liver. Further, Ezh1/Ezh2 deficiency in male liver, and to a lesser extent in female liver, led to up regulation of many genes linked to liver fibrosis and liver cancer, which may contribute to the observed liver pathologies and the increased sensitivity of these mice to hepatotoxin exposure. Thus, Ezh1/Ezh2-catalyzed H3K27-trimethyation regulates sex-dependent genetic programs in liver metabolism and liver fibrosis through its sex-dependent effects on the epigenome, and may thereby determine the sex-bias in liver disease susceptibility.

## Author summary

Sex-differences in the expression of genes in liver have a direct impact on liver diseases whose incidence and severity is sex-biased, and is controlled by hormones that regulate chemical alterations to histone proteins used to package chromosomal DNA. However, a direct demonstration of the functional importance of such sex differences in histone protein modifications has been elusive. Here, we address this question using a mouse model deficient in two enzymes, Ezh1/Ezh2, which generate the histone repressive mark H3K27me3. Remarkably, although H3K27me3 marks are formed by Ezh1/Ezh2 throughout the genome, loss of liver Ezh1/Ezh2 preferentially disrupts the control of sex-biased genes, with expression increasing in male mouse liver for many female-biased genes and decreasing for many male-biased genes. Sex-biased H3K27me3 repressive marks were abolished, and there was a gain of active histone marks at gene enhancers. We also found increased expression of many genes associated with liver fibrosis and hepatocellular carcinoma, which may help explain the increased sensitivity of Ezh1/Ezh2-deficient livers to hepatotoxic chemicals whose exposure may lead to sex differences in liver disease incidence and susceptibility. Thus, our findings highlight the potential role of sex differences in histone modifications catalyzed by Ezh1/Ezh2 in widespread sex differences in liver diseases.

## Introduction

Liver disease shows marked sex differences. Hepatocellular carcinoma incidence and mortality is three times higher in men than in women [1, 2], and male mice are more susceptible to chemical-induced hepatic carcinogenesis [3]. Males are also more susceptible to non-alcoholic fatty liver disease, non-alcoholic steatohepatitis, and liver fibrosis than females [4–8]. Underlying these sex-biased (sex-enriched) phenotypical differences are hundreds of genes that are expressed in liver in a sexually dimorphic manner. This dimorphism is largely regulated by the sex-specific patterns of pituitary secretion of growth hormone (GH), which is intermittent (pulsatile) in males and persistent (near continuous) in females [9, 10]. The sex-specific effects of GH require the GH-activated transcription factor STAT5b [11, 12]. STAT5b regulates sex-specific liver gene expression in collaboration with several sex-biased, GH-responsive transcription factors [13, 14], which operate in the context of sex-biased long non-coding RNAs [15], microRNAs [16], and sex-biased chromatin states [17–19]. Trimethylation of histone H3 at lysine 27 (H3K27me3) has been identified as a sex-biased chromatin mark in mouse liver: a striking male bias in the density of H3K27me3 marks is seen across many highly female-biased genes in male liver, but there is no corresponding sex bias at male-biased genes in female liver [17]. Continuous infusion of male mice with GH, which overrides endogenous male plasma GH pulses and imposes a female-like hormonal environment, leads to a loss of hepatic H3K27me3 marks at highly female-biased genes in association with induction of female-biased gene expression [19]. However, a direct demonstration of the functional importance of such sex differences in H3K27me3 marks has been elusive.

H3K27me3 is a hallmark of transcriptional silencing, and is deposited by polycomb repressive complex-2 (PRC2), a protein complex involved in cell differentiation, cell-specific identity and cell proliferation [20, 21]. PRC2 has three core components, Suz12, Eed, and either Ezh1 or Ezh2. Ezh1 and Ezh2 both contain a SET domain, which is required for methylation of histone H3 lysine-27, and can each serve as the catalytic subunit of PRC2. PRC2 facilitates transcriptional repression by recruiting protein complexes that recognize H3K27me3 and induce chromatin compaction [22]. Ezh1 and Ezh2 have complementary and compensatory functions and share an overlapping set of target genes [23, 24]. Ezh1 has lower methyltransferase activity than Ezh2, and its expression persists in adult tissues, in contrast to Ezh2, which is preferentially expressed in embryonic and highly proliferative tissues [23]. Deletion of the SET domain of Ezh2 in embryonic mouse liver results in a significant reduction of liver size and hepatic progenitor cell expansion, impairing liver differentiation and maturation [25].

PRC2 represses the expression of tumor suppressor genes through both H3K27me3-dependent and H3K27me3-independent mechanisms, promoting tumor formation [26, 27]. Increased levels of Ezh2 and H3K27me3 are found in hepatocellular carcinoma (HCC) and are associated with metastasis and poor prognosis [28]. Ezh2 silences several tumor suppressor miRNAs that are down-regulated in liver cancer [27] and it interacts with highly expressed oncogenic long non-coding RNAs (lncRNAs) to repress target genes in HCC [29, 30]. However, Ezh1 and Ezh2 can also exert anti-tumor effects [31, 32]. Notably, the beneficial effects of Ezh1 and Ezh2 are apparent in adult mouse liver, where the functional loss of both genes induces gene dysregulation accompanied by a severe decrease in liver function, impaired liver regeneration, and induction of liver fibrosis [33], which often leads to development of HCC [34]. Liver steatosis, fibrosis and HCC development are also induced following disruption of GH-STAT5 signaling in mouse liver [35–37], where the metabolic effects of GH signaling loss linked to fatty liver development are more pronounced in males than females [38]. Together, these findings raise the possibility that the sex-dependent pathologies seen in GH signaling-disrupted liver, could, in part, involve the loss of GH-regulated and Ezh1/Ezh2-dependent deposition of H3K27me3 marks required for physiologically balanced expression of sex-biased genes in the liver.

Here, we use an *Ezh1*-knockout mouse model with a hepatocyte-specific knockout of *Ezh2* to investigate the role of H3K27me3 in regulating sex-biased gene expression in mouse liver, and the potential impact of this regulation on sex-biased susceptibility to liver disease. Our findings reveal a significant sex-bias in the impact of Ezh1/Ezh2 loss, with a striking preference for depletion of H3K27me3 marks and increased expression of female-biased genes in Ezh1/Ezh2-deficient male liver. Hepatic Ezh1/Ezh2 deficiency is also shown to down regulate many male-biased genes, presumed as a secondary response to the disruption of female-biased gene expression. Finally, we show that many genes associated with liver fibrosis and liver carcinogenesis are differentially responsive to the loss of Ezh1/Ezh2 in male compared to female liver, which may contribute to the observed sex-differences in the incidence and progression of liver cancer.

## Results

### Expression of Ezh1 and Ezh2 in postnatal mouse liver

Ezh1 was unchanged in expression in postnatal male and female mouse liver between 2 and 8 weeks of age. In contrast, *Ezh2* expression peaked at 2 weeks, when hepatocytes are still proliferating [39], and then progressively declined with age in both sexes (Fig 1A). This is consistent with the preferential expression of *Ezh2* in highly proliferative cells and its decline in postnatal development seen in other mouse tissues [23]. A moderate (~2-fold) female bias in expression of *Ezh1*, but not *Ezh2*, was seen at 2 weeks of age. *Ezh1* but not *Ezh2* mRNA levels were greatly reduced in livers of both sexes in 7-week-old *Ezh1*-knockout mice with hepatocyte-specific inactivation of *Ezh2* (abbreviated as ‘E1/E2-KO’ or ‘DKO’ (double-knockout) livers) (Fig 1B, Fig 1C). However, *Ezh2* was functionally knocked out, as transcription of the exons encoding the SET domain, which is essential for histone H3K27 methyltransferase activity [24], was undetectable (Fig 1B, *red box*). Western blotting verified the expression of Ezh2 protein in both male and female liver and its ablation upon hepatocyte-specific knockout (S1 Fig).

**Fig 1:**
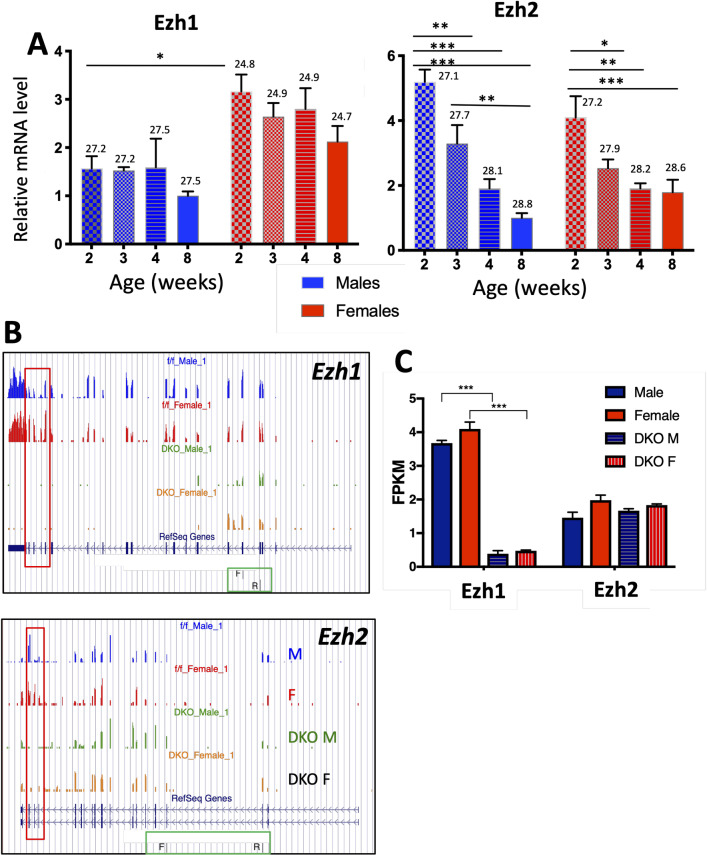
*Ezh1* and *Ezh2* expression in wild-type pre-pubertal and young adult liver and in E1/E2-KO mouse liver. (**A**) Relative expression levels of *Ezh1* and *Ezh2* determined by RT-qPCR in male and female mouse livers at 2, 3, 4 and 8 weeks of age. Data shown are mean ± SEM for n = 3 (*Ezh1*) or n = 6 (*Ezh2*) individual livers per group. Primers used are shown in S1A Table and their location marked with green boxes in Fig 1B. Significance values by 2-way ANOVA with Tukey’s or Sidak’s multiple comparisons test are indicated: * p < 0.05; ** p < 0.01 and *** p < 0.001. qPCR cycle threshold numbers (Ct values) are shown above each bar. (**B**) UCSC genome browser screenshots of RNA-seq BigWig tracks evidencing the absence in 7-week male and female E1/E2-KO livers of *Ezh1* and *Ezh2* sequence reads from several exons, including those that code for the SET domain (*Ezh1 exons 17–21 and Ezh2* exons 16–19; *red boxes*). (**C**) In the case of *Ezh1*, but not *Ezh2*, gene disruption leads to a significant decrease in overall normalized sequence reads, shown in units of FPKM. Data are mean ± SEM values for n = 3 individual livers per group. Significance values represent FDR values determined by EdgeR, *** p < 0.001. DKO, Ezh1/Ezh2 double knockout male (M) and female (F) mouse liver.

### Female-biased genes are preferentially de-repressed in Ezh1/Ezh2-deficient male liver

RNA-seq revealed that 1,355 (12%) of 11,491 liver-expressed genes are differentially expressed between E1/E2-KO and control mouse liver. A majority (72%) of the differentially expressed genes were up-regulated in the absence of Ezh1 and Ezh2, as is expected for a genetic deficiency in the capacity for Ezh1/Ezh2-mediated deposition of H3K27me3 repressive chromatin marks. More genes showed dysregulated expression in E1/E2-KO males than in E1/E2-KO females (S3A Table). Moreover, both the up-regulated and the down-regulated gene sets were strongly enriched for sex-biased genes when compared to a background set of stringently-sex-independent genes that respond to E1/E2-KO in either sex (Fig 2A). DAVID analysis of the gene sets responsive to Ezh1/Ezh2 deficiency identified the following top terms and enrichment scores (ES) for the most significantly enriched gene clusters (S5 Table): for up-regulated genes: immunity (ES 6.7), cytochrome P450 (ES 6.2) and MHC class I (ES 4.3); and for down-regulated genes: endoplasmic reticulum (ES 9.6), oxidoreductase (ES 7.8), major urinary protein (ES 6.6), and retinol and drug metabolism (ES 5.4).

**Fig 2:**
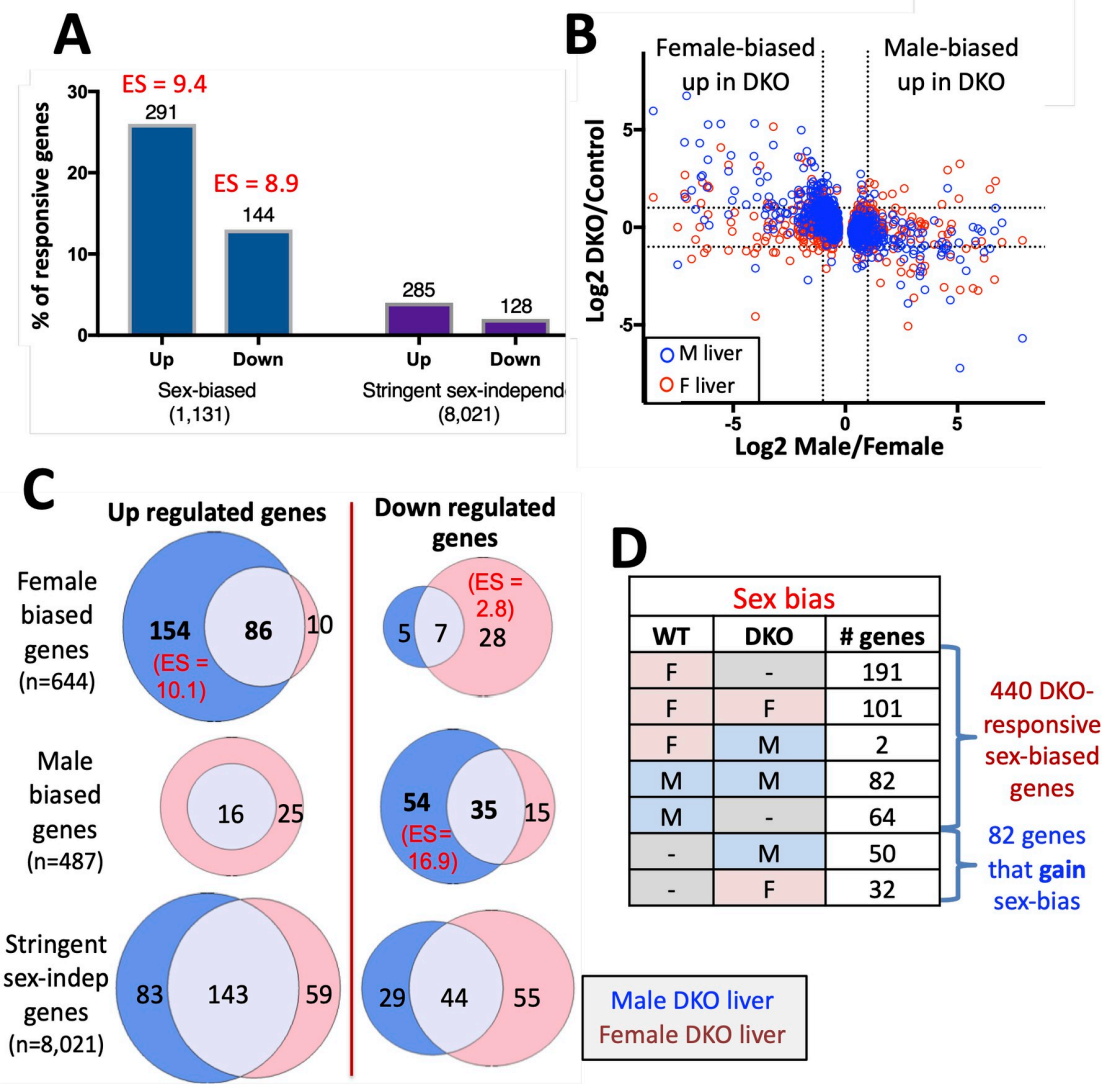
E1/E2-KO de-represses female-biased genes in male liver. (**A**) Percentage of all RefSeq genes that are liver-expressed (FPKM >1) and either sex-biased (male/female FDR < 0.01; n = 1,131 genes) (S2A Table) or stringently sex-independent (male/female |fold-change| < 1.2 and FDR > 0.1; n = 8,021 genes) (S2C Table) whose expression in E1/E2-KO liver is significantly changed compared to control liver (|fold-change| >1.5 at FDR <0.05) ('responsive genes'). The number of sex-biased genes that are up or down-regulated in E1/E2-KO liver and their enrichment (ES, enrichment score) compared to E1/E2-KO-responsive, stringently-sex independent genes is shown above each bar (p < 2.2E-16 for both enrichments). Overall, sex-biased genes comprised 38% of the genes dysregulated in E1/E2-KO liver (435 of 1,131 sex-biased genes; S3B Table) versus 5.1% of stringently-sex-independent genes (413 of 8,021 genes; S3C Table). (**B**) Log2 expression ratios for E1/E2-KO/control liver vs log2 sex-ratio for 1,131 sex-biased genes, determined in male (blue) and female (red) mouse liver. Dashed lines, significance cutoff values for each comparison. (**C**) Overlap of E1/E2-KO-responsive female-biased genes (and separately, male-biased genes) identified in male liver (blue shading) vs. female liver (pink shading). Overlaps are shown separately for genes that are up-regulated (*left*) and genes that are down-regulated (*right*) in E1/E2-KO liver. Shown at the bottom are the overlaps of stringent sex-independent genes that were E1/E2-KO responsive in male vs. female liver. Significant enrichment scores (ES) compared to a background set of all 11,491 liver-expressed genes (FPKM >1) are shown in parenthesis. Five genes responded to the loss of Ezh1/Ezh2 in the opposite direction in male vs. female liver and were excluded from these Venn diagrams: 4 female-biased genes up-regulated in male E1/E2-KO and down-regulated in female E1/E2-KO, and 1 male-biased gene up-regulated in female E1/E2-KO and down-regulated in male E1/E2-KO. DKO, Ezh1/Ezh2 double knockout mouse liver. (**D**) Number of E1/E2-KO-responsive genes that lose, maintain, or gain sex specificity in either male or female E1/E2-KO mouse liver. Two genes showed a reversal from female bias to male bias in E1/E2-KO liver. Sex bias is either: M, male; F, female; or not sex-biased (dashed line).

H3K27me3 is a major sex-biased repressive mark: it is found at many highly female-biased genes in male liver, but not at highly male-biased genes in female liver [17]. Supporting the functionality of the sex bias in H3K27me3 marks, many female-biased genes were up-regulated (de-repressed) in E1/E2-KO male liver, while few male-biased genes were up-regulated in E1/E2-KO female liver (Fig 2B). Genes up-regulated in E1/E2-KO male liver were strongly enriched for female-biased genes (ES = 10.1, p < 2.2E-16) compared to all liver-expressed genes, with 154 of the 250 up-regulated female-biased genes exclusively up-regulated in male E1/E2-KO liver, as compared to only 10 genes exclusively up-regulated in female E1/E2-KO liver (Fig 2C, *top left*). Male-biased genes were significantly enriched in the set of genes down-regulated in E1/E2-KO male liver (ES = 16.9, p < 2.2E-16), and there was a moderate enrichment of female-biased genes in the set of down-regulated in E1/E2-KO female liver (ES = 2.8, p = 5.7E-07) (Fig 2C; also see S3 Table). Thus, the loss of Ezh1/Ezh2 preferentially alters sex-biased gene expression in male liver, where many female-biased genes are induced (de-repressed) and male-biased genes are down-regulated. Stringently sex-independent genes did not show a significant sex bias in their response to the loss of liver Ezh1/Ezh2 (Fig 2C, *bottom*).

A majority of all E1/E2-KO-responsive female-biased genes lose sex-specificity in the absence of Ezh1/Ezh2 (191 of 294 genes (65%); Fig 2D), primarily due to their up regulation in male liver. Further, 64 of 146 (44%) E1/E2-KO-responsive male-biased genes lose sex-specificity, primarily due to their down regulation in male E1/E2-KO liver (Fig 2D; S2A Table, column U). The dysregulation of sex-biased genes in E1/E2-KO mouse liver can also be seen by comparing overall gene expression sex ratios in E1/E2-KO liver to control liver (S2 Fig). Whereas the loss of H3K27me3-based repression can directly explain the increased expression of female-biased genes in E1/E2-KO male liver, the decrease in male-biased gene expression is likely a secondary response to E1/E2-KO. This response could involve CUX2, a female-specific repressor of many male-biased genes [13, 40] that is induced 3.7-fold in male E1/E2-KO liver, insofar as 27% of the male-biased genes down-regulated in E1/E2-KO male mouse liver are direct targets of CUX2 (S2A Table, column AB).

Female-biased genes de-repressed in E1/E2-KO male liver include drug metabolizing enzymes genes, such as sulfotransferases (*Sult* genes) and cytochromes P450 (*Cyp* genes), e.g., the female-biased *Cyp2* family members *Cyp2b9*, *Cyp2c69*, (S3 Fig, S5 Fig). Unexpectedly, two female-biased *Cyp3* family genes were strongly induced in E1/E2-KO female but not E1/E2-KO male liver (*Cyp3a16*, 36-fold increase; *Cyp3a41a*, 4-fold increase) (S3 Fig, S6 Fig), thereby increasing the female-bias in their expression. Other highly female-biased genes, including *Sult2a1*, *Ntrk2*, *Ptgds*, *A1bg* and *Cyp3a44*, were strongly induced upon loss of Ezh1/Ezh2 in both male and female liver (S3–S5 Figs, S2A Table).

### Upstream regulators of Ezh1/Ezh2-dependent genes

Upstream Regulator Analysis identified STAT5b as the most significant upstream regulator of the set of female-biased genes de-repressed in E1/E2-KO male liver (p-value of overlap: 2.19E-23), i.e., there is a highly significant enrichment for gene targets of STAT5b (S4A Table). Further, STAT5b showed a highly significant negative activation Z-score (Z = -4.6), indicating that up regulation of these genes is strongly associated with a loss of STAT5b function. Thus, STAT5b negatively regulates these female-biased genes in male liver, with Ezh1/Ezh2 deposition of H3K27me3 marks (see below) being a major mechanism for their repression by STAT5b. STAT5b was also identified as the strongest upstream regulator of the male-biased genes down-regulated in E1/E2-KO male liver (p-value of overlap: 9.76E-16) (S4B Table). A strong negative Z-score of -3.96 was found, in this case indicating that STAT5b positively regulates these male-biased genes in male liver, consistent with our prior findings [17, 18]. Other highly significant upstream regulators identified for female-biased genes up-regulated in male E1/E2-KO liver include key regulators of tumor necrosis factor and interferon signaling pathways, notably TNF, STAT1, IFNG, IFNB1, and IRF7 (p-values of overlap between 1.21E-17 and 1.58E-13), all with strong positive Z-scores (S4A Table), consistent with the enrichment of immunity pathways in the set of up-regulated genes by DAVID analysis (see above).

### Relationship between GH regulation and Ezh1/Ezh2 repression of female-biased genes in male liver

Hypophysectomy, which ablates GH and other circulating pituitary hormones, abolishes ~90% of liver sex differences. Furthermore, exogenous GH given either in pulses (male plasma GH pattern) or continuously (female-like GH pattern) substantially restores the corresponding sex-specific patterns of liver gene expression [41, 42], while GH given to intact male mice as a continuous infusion feminizes liver gene expression by inducing many female-biased genes and repressing male-biased genes. The induction of female-biased genes by continuous GH is associated with loss of H3K27me3 marks in male liver, as was shown for four highly female-biased genes [19]. To elucidate the relationship between H3K27me3-based repression of female-biased genes and regulation by the sex-specific patterns of GH secretion, we compared male liver gene responses to the loss of Ezh1/Ezh2, to the changes in gene expression seen following hypophysectomy [43] or after continuous GH infusion in mice for 14 days [19].

Loss of Ezh1/Ezh2 partially feminized the expression of a subset of strongly female-biased genes in male liver, as exemplified by the consistently strong, albeit incomplete up regulation of *Cyp2b9* in male E1/E2-KO liver (Fig 3A). No such up regulation was seen for another strongly female-biased gene, *Fmo3*. *Cyp2b9* and *Fmo3* represent two distinct classes of female-biased genes, which are defined based on their responses to hypophysectomy. Class I female-biased genes, such as *Fmo3*, require the female (near continuous) plasma GH pattern for full expression; consequently, loss of GH upon hypophysectomy represses those genes in female liver. In contrast, Class II female-biased genes, such as *Cyp2b9*, are repressed in male liver by the male pituitary hormone profile; consequently, hypophysectomy leads to their strong de-repression (i.e., induction) in male liver [41, 43]. 

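H3K27me3, the repressive trimethyl mark that Ezh1 and Ezh2 place on lysine 27 of histone H3, was mapped by ChIP-seq in livers of 7 week old male and female floxed control mice and E1/E2-KO mice, which lack Ezh1 in all cells and Ezh2 in hepatocytes. Each of the 4 groups had 4 individual livers, and 10 µg of chromatin was precipitated with 2 µg of antibody. The paper gives a formaldehyde concentration of 0.83% for the cross-linking, whereas the sample records give 1%. Reads of 50 nt, paired-end, were concatenated by the authors over the livers of a group, mapped with Bowtie 2 (version 2.3.2) and searched for enriched regions with SICER (version 1.1), which joins windows of 400 bp across gaps of up to 2400 bp. The deposited data are 1 list of regions per group, with chromosome, start and end in the mm9 mouse genome and no score, fold enrichment or read count. Because livers were pooled before the regions were called, no value from these lists has a replicate error, and no difference between groups could be tested against the spread between livers. The paper's text does not give the number of reads behind each list, so the depth is unknown, and a position outside the regions of a list had too little signal to be called, which is not the same as no signal. SICER found 16862 regions in control male, 19796 in control female, 15603 in E1/E2-KO male and 16127 in E1/E2-KO female liver. They covered 766 Mb, 728 Mb, 750 Mb and 707 Mb of the genome in the same order, with median widths of 30400 bp, 23600 bp, 31600 bp and 30400 bp. On the autosomes alone, the control male and control female lists held 16806 and 17188 regions. The total lengths include the X chromosome, which was covered to 0.575%, 58.6%, 0.329% and 44.2% in control male, control female, E1/E2-KO male and E1/E2-KO female liver. The median autosome was covered to 30.9%, 25.1%, 29.8% and 25.4% in the same order. By this median, autosomal coverage was higher in males than in females and did not fall in E1/E2-KO females. From these lists, regions were compared by an overlap of at least 1 bp, and the coverage of a gene is the percentage of the bases of its mm9 span that lie inside regions. Intervals beside shares are Wilson 95% intervals, which cover counting error only.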

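Cyp2b9 lies on the plus strand of chromosome 7, from 26958427 to 26995679. A control male region from 26981601 to 27000800 covered 37.8% of the gene, its 3′ part. It overlapped no region in control female, E1/E2-KO male or E1/E2-KO female liver.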

*Cyp2b9* and *Fmo3* both have strongly male-biased H3K27me3 marks across their gene bodies, which are lost in Ezh1/Ezh2-deficient liver (Fig 4A). Nevertheless, only *Cyp2b9* is depressed in the absence of Ezh1/Ezh2 (Fig 3A). The distinct responses of these two genes to Ezh1/Ezh2 loss raised the possibility that Ezh1/Ezh2-catalyzed deposition of H3K27me3 marks serves as the underlying mechanism for the repression of Class II but not Class I female-biased genes in male liver. Refuting this proposal, we found that although *Fmo3* was not de-repressed in Ezh1/Ezh2-deficient male liver, many other Class I female-biased genes were de-repressed, and at a frequency that matches their overall representation in the full set of female-biased genes (Fig 3B, *top* vs. *bottom*).

**Fig 3:**
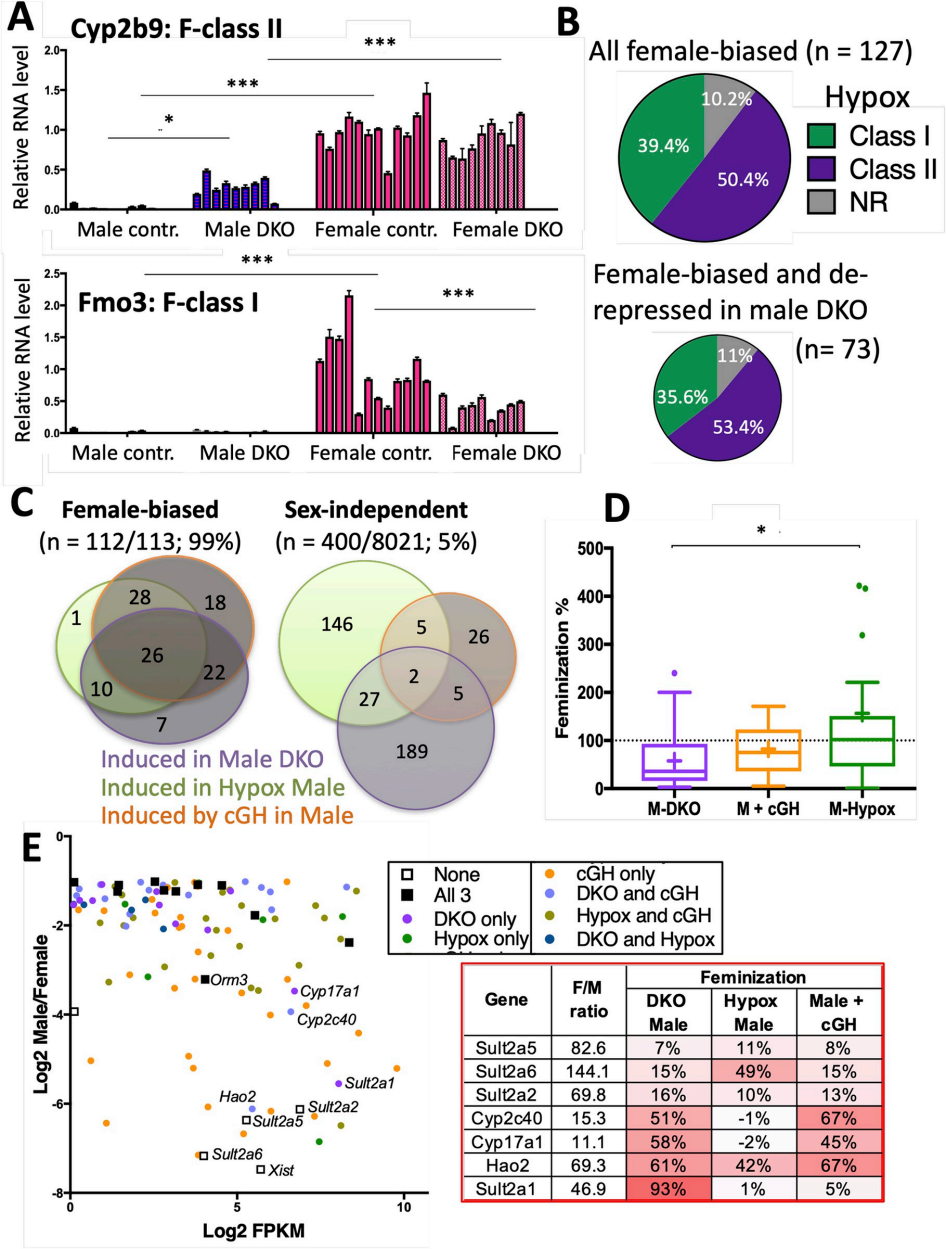
Loss of Ezh1 and Ezh2 partially feminizes the expression of GH-responsive genes. (**A**) Expression of *Fmo3*, a female-biased class-I hypophysectomy (Hypox)-responsive gene (i.e., gene is down-regulated in female liver after Hypox), and *Cyp2b9*, a female-biased class-II Hypox-responsive gene (i.e., gene is up-regulated in male liver after Hypox), in total RNA isolated from floxed control and E1/E2-KO male and female mouse liver. Data shown are mean +/- SD values determined by RT-qPCR for n = 9–12 individual livers per group. The mean expression value for the control (wild-type) female group was set to 1. Significance values by ANOVA are shown: *, p< 0.05; ***, p< 0.001. Primers used for RT-qPCR analysis are shown in S1A Table. (**B**) Proportion of all female-biased genes (n = 127; female/male expression ratio > 2-fold) and proportion of the subset comprised of 73 female-biased genes that are up-regulated in E1/E2-KO male liver and that respond to Hypox and are either class I or class II female-biased genes, or that do not respond to Hypox (NR, not responsive). (**C**) Overlap analysis (*left*) for the set of female-biased genes (n = 113, male/female expression ratio > 2-fold, EdgeR FDR< 0.01, and FPKM >1 for control female vs control male mouse livers from the three models shown; see S2B Table) that are induced, either in E1/E2-KO male liver, following Hypox, or after continuous GH infusion for 14 days (cGH). Corresponding overlaps are also shown (*right*) for the set of stringently sex-independent genes, only 5% of which respond in one of the three mouse models, and where a much greater fraction of the genes that respond to E1/E2-KO do *not* also respond to Hypox or cGH treatment. (**D**) Boxplots showing the distribution of feminization values for 26 female-biased genes induced in male liver in all three mouse models (see panel C, center). Median value, horizontal line in each box; mean value, + sign within or above each box. Statistical significance by ANOVA: *, p < 0.05. (**E**) Graph, in the form of an MA plot, showing log2 (male/female ratio) vs. gene expression level, in log2 FPKM units, for the above set of 113 female-biased genes. Genes are colored, to indicate which mouse models/mouse treatments result in feminized expression of the gene in male liver by > 50%. Table at the right shows sex differences and percent feminization values for three *Sult2a* family genes that are largely resistant to feminization, and for four other highly female-biased genes that show substantial feminization in E1/E2-KO male liver. The strong feminization of *Sult2a6* and *Hao2* in hypophysectomized (Hypox) male liver indicates they are class-II female-biased genes. S2B Table shows the percentage feminization values for all 113 female-biased genes. DKO, Ezh1/Ezh2 double knockout mouse liver.

**Fig 4:**
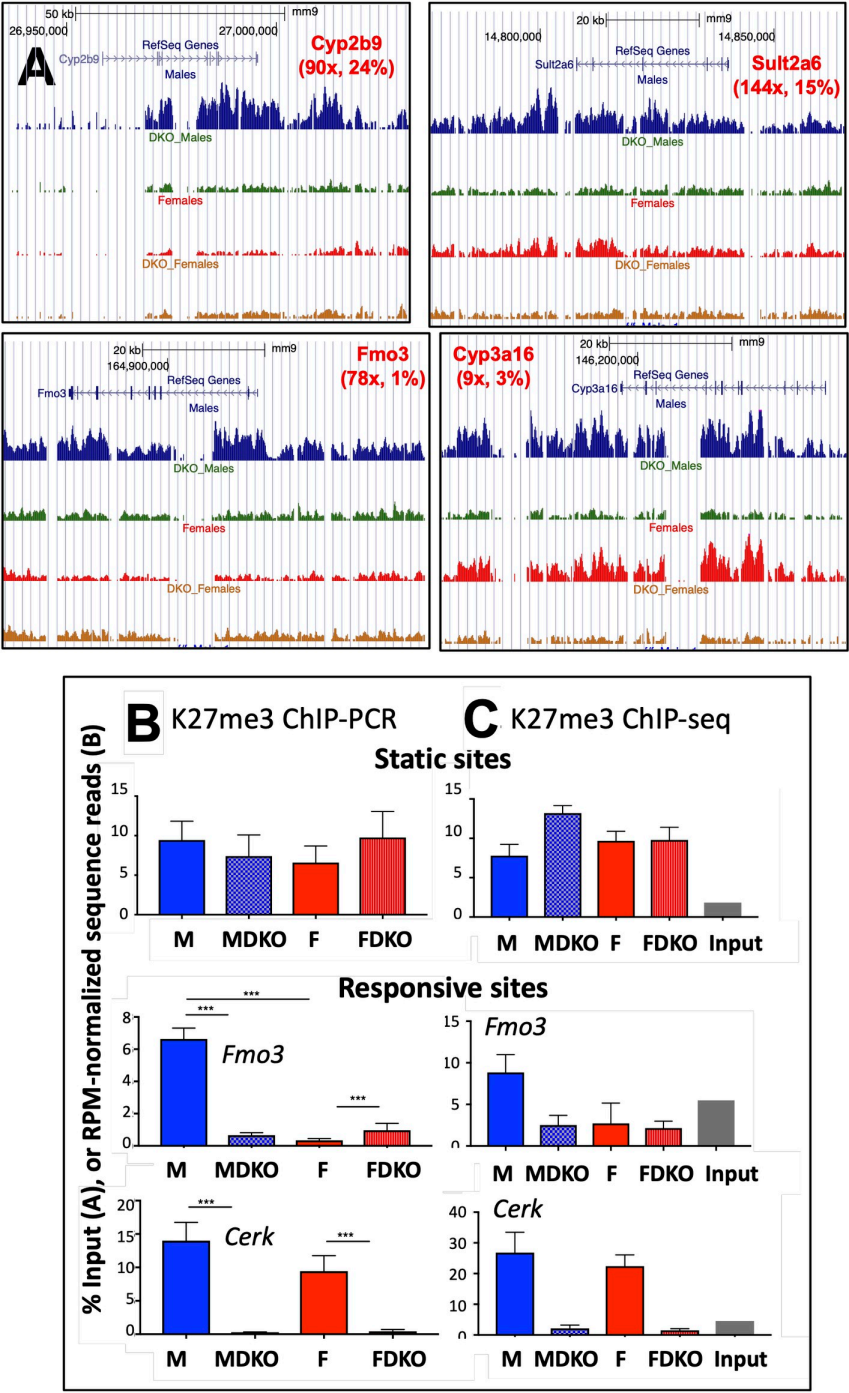
Normalization of H3K27me3 ChIP-seq datasets. (**A**) UCSC Browser screenshots showing loss of H3K27me3 sequence reads across the gene bodies of four female-biased genes. The male-bias in H3K27me3 read density in control liver (first vs. third track) but not in E1/E2-KO liver (DKO; second vs. fourth track) is also apparent. Values shown in parenthesis are: female to male expression ratio in wild-type mouse liver, and the percent feminization of gene expression in male E1/E2-KO liver (see data in S3 Fig). (**B**) ChIP-qPCR validation, and (**C**) reads per million (RPM) normalized read counts at a K27me3 static site (top row) and at two E1/E2-KO-responsive K27me3 differential sites identified by DiffReps (next two rows). The genomic regions interrogated map to a static intergenic region (top row; qPCR amplicon: Chr 7, 53,631,603–53,631,654), to *Fmo3* (Chr15, 72,993,261–72,993,553) and to *Cerk* (Chr1, 164,912,550–164,912,800). The qPCR data shown correspond to % input values for n = 4 individual ChIP DNA samples per group, mean +/- SEM, with significance values determined by ANOVA with Tukey’s multiple comparisons test (***, p< 0.001). (**C**) Data are shown for the indicated four mouse groups and the input control, as described in Methods. Read counts were obtained for the genomic location corresponding to the qPCR amplicon plus 100 bp, which approximates the 200 bp average sequence library insert size. Primers used for qPCR are shown in S1B Table. DKO, Ezh1/Ezh2 double knockout mouse liver.

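Sult2a6 on chromosome 7, from 14807751 to 14840219, was covered over its whole length (100%) by a control male region of 34000 bp, whereas a control female region of 8400 bp covered 25.9% of it. Coverage of Cyp3a16, on chromosome 5 from 146197177 to 146230592, differed little between the sexes, at 64.7% in control male and 61.1% in control female liver, in a pair of regions in each sex. Neither Sult2a6 nor Cyp3a16 overlapped a region in E1/E2-KO liver of either sex.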

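The static amplicon on chromosome 7 lies between genes, 190 bp from Myod1, and was inside an H3K27me3 region in all 4 groups. Another static amplicon of S1B Table, from 53631859 to 53631958, lies in an exon of Myod1, and the remaining one, on chromosome 15 from 66117216 to 66117274, lies in an intron of Kcnq3. Both were inside regions in all 4 groups as well. An amplicon for Hao2 in S1B Table, on chromosome 3 from 98677644 to 98677901 and 599 bp from that gene, was inside a region in both control groups and outside in both E1/E2-KO groups. The gene Cerk lies on chromosome 15 from 85969532 to 86016570, and was covered to 100% in control male, 86.4% in control female, 6.10% in E1/E2-KO male and 0% in E1/E2-KO female liver.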

To better understand the GH-dependence of E1/E2-KO-responsive female-biased genes, we examined a set 113 robust female-biased genes (S2B Table), of which 65 (58%) are up-regulated in E1/E2-KO male liver. We assessed the responses of these 65 genes to two treatments that disrupt normal circulating GH patterns, hypophysectomy and continuous GH infusion. A large majority of the 65 genes (58 genes, 89%) were up-regulated either in livers of hypophysectomized male mice or in livers of male mice infused with GH continuously (Fig 3C). This can be compared to only 16% (34/211) of stringent sex-independent genes induced in E1/E2-KO male liver showing these responses. Moreover, 5 of the 7 female-biased genes that were not responsive to hypophysectomy or continuous GH infusion in male liver were actually repressed in livers of hypophysectomized female liver. Thus, almost all of the E1/E2-KO responsive female-biased genes (63 of 65; 97%) are apparently regulated by pituitary GH. Further, all but one of the 113 robust female-biased genes (*Xist)* was induced (i.e., feminized) in male liver in one or more of the three models examined (hypophysectomy, continuous GH infusion, and E1/E2-KO) (Fig 3C, *left*). However, the extent of feminization was substantially lower upon loss of Ezh1/Ezh2 (median feminization, 36%) than following hypophysectomy (median feminization, 102%) (Fig 3D; S2B Table). Moderately female-biased genes were often substantially feminized upon loss of Ezh1/Ezh2 (>50% feminization), whereas the mean feminization was only 29% for highly female-biased genes (F/M > 10). Exceptions include *Cyp2c40*, *Cyp17a1*, *Hao2* and *Sult2a1* (Fig 3E). Three highly female-biased sulfotransferases, *Sult2a2*, *Sult2a5* and *Sult2a6*, showed only partial feminization in all three models (Fig 3E), despite their substantial loss of Ezh1/Ezh2-dependent H3K27-trimethylation (Fig 4A, S4 Fig). Thus, for a subset of female-biased genes, the loss of Ezh1/Ezh2 and its capacity to form H3K27me3 repressive marks in male liver is not sufficient to de-repress gene expression. Repression of these female-biased genes in male liver likely involves mechanisms more complex than simply packaging the gene and its enhancers in H3K27me3 repressive chromatin.

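Sult2a2 (chromosome 7, 14318854 to 14364986) overlapped no H3K27me3 region in any of the 4 groups. Only 36.4% of the 50-nt sequences of this gene occur once in the genome. A control male region from 14238001 to 14242800 covered 10.2% of Sult2a5 (14209315 to 14256156), of whose 50-nt sequences 83.3% are unique, and this gene overlapped no region in the other 3 groups. For Sult2a6, with 93.7% of its 50-nt sequences unique, the fall in male liver was from full coverage to 0%.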

### Loss of H3K27me3 marks at E1/E2-KO up-regulated female-biased genes

Global levels of H3K27me3 are reduced in 96% of E1/E2-KO hepatocytes at 3 months of age, without effects on non-parenchymal cells [33]. Here, we investigated the relationship between loss of H3K27me3 marks and the above changes in gene expression. First, to establish the validity of our sequencing results in the absence of a reference epigenome, we identified genomic regions where H3K27me3 marks were significantly lost (H3K27me3 sites responsive to E1/E2-KO), as well as regions where the intensity of H3K27me3 marks was unchanged in E1/E2-KO liver compared to control liver (static H3K27me3 sites; see Methods). qPCR analysis of the DNA obtained by chromatin immunoprecipitation (ChIP) confirmed that significant changes in H3K27me3 mark intensity occurred at the responsive sites but not at the static sites, consistent with the ChIP-seq data for the same sites (Fig 4B vs. Fig 4C). At some responsive sites, the loss of H3K27me3 marks in E1/E2-KO liver indicated by sequencing was less complete than was indicated by qPCR analysis of the same ChIP’d DNA samples. Thus, our ChIP-seq data may underestimate the loss of H3K27me3 at some sites. Nevertheless, we were able to identify several thousand genomic regions with a significant difference in H3K27me3 marks between E1/E2-KO and control liver (S6B Table, S6C Table).

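S6A Table lists the sites at which the authors' diffReps comparison of replicate reads found a sex difference in control liver, all on autosomes. The copy used here holds 541 male-biased and 10 female-biased sites, and the male-biased sites have a median length of 2000 bp. Of the male-biased sites, 521 (96.3%, 95% interval 94.4 to 97.6%) were inside a control male region, and 306 (56.6%, 52.4 to 60.7%) were inside a control female region. Random positions on the same chromosomes gave medians of 34.6% and 28.8% for these lists, and at most 40.9% and 34.9% in 1000 placements. With the widest 50% of each list, a setting chosen after the data were seen, the shares were 72.6% and 42.7%. All 10 female-biased sites were inside a control female region, and 6 were inside a control male region.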

We compared control male and female liver and identified 538 genomic regions with male-biased H3K27me3 marks vs. only 11 regions with female-biased H3K27me3 marks (Fig 5A, S6A Table). This is consistent with the strong male-bias in mouse liver H3K27me3 marks reported previously [17]. However, the vast majority (97.4%) of the 21,036 H3K27me3 regions discovered in male and female liver did not shown significant sex differences. 

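Merging the control male and control female regions gave 19877 union regions that covered 927 Mb. No sex-biased site of S6A Table fell in 19437 of them (97.8%, 95% interval 97.6 to 98.0%), and on the autosomes alone the share was 97.5%. By presence in the lists, 3724 control male regions (22.1%) had no overlapping region in control female liver, and 4373 control female regions (22.1%) had none in control male liver. With the autosomes alone these shares were 22.1% of the control male and 10.5% of the control female regions.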

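At the male-biased H3K27me3 sites of control liver, 262 of the 541 sites (48.4%, 95% interval 44.2 to 52.6%) were inside a region in E1/E2-KO male liver and 204 (37.7%, 33.7 to 41.9%) in E1/E2-KO female liver. Random positions gave medians of 33.6% and 28.5% for these lists, and at most 39.6% and 34.6%. The mark was still called at these sites more often than at random positions. The sites were chosen by diffReps for a male excess in the same control livers, so a smaller gap between the sexes in another pair of lists follows in part from the selection. Of the 10 female-biased sites, 9 were inside a region in E1/E2-KO male liver and 6 in E1/E2-KO female liver.

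**Figure D1:**
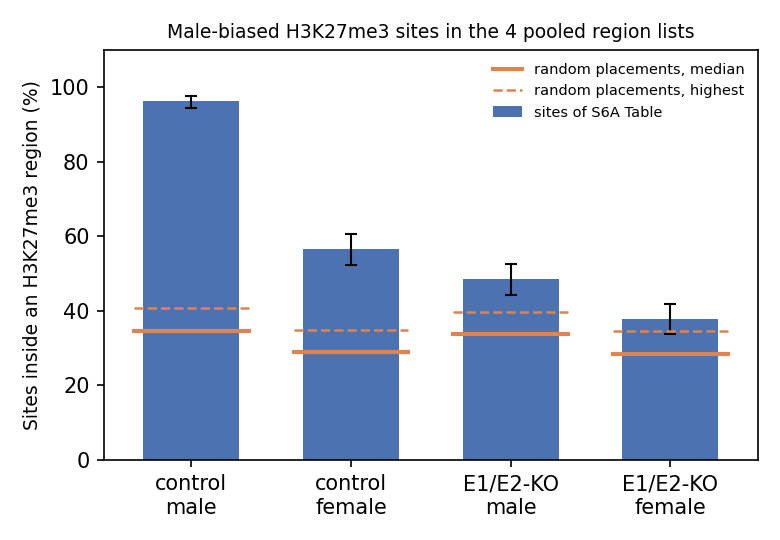
Share of the 541 male-biased H3K27me3 sites of S6A Table inside an H3K27me3 region (vertical axis, percent) in each of the 4 groups of livers. Bars are observed shares with Wilson 95% intervals, and the orange lines are the median (solid) and highest (dashed) share of 1000 random placements of the sites. The bar falls from 96.3% in control male to 48.4% in E1/E2-KO male liver, and each bar stands above its dashed line.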

Strikingly, loss of Ezh1/Ezh2 abolished the sex bias at all 549 sex-dependent H3K27me3 sites; and furthermore, a total of 63 other H3K27me3 sites acquired sex-bias in the E1/E2-KO livers (Fig 5A, *right*). H3K27me3 marks were decreased at a majority (76%) of the sites dysregulated in E1/E2-KO liver, consistent with the loss of Ezh1/Ezh2. 

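In male liver, 4208 of the 16862 control regions (25.0%, 95% interval 24.3 to 25.6%) had no overlapping region after loss of Ezh1/Ezh2, and these lost regions were narrower than the kept ones, with median widths of 20000 bp and 36000 bp. By length, 24.6% of the bases inside control male regions were outside E1/E2-KO male regions. When at least 50% of a region had to be covered in the other list for it to count as kept, the lost share was 31.3%.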

Twice as many H3K27me3 sites were dysregulated in male than in female E1/E2-KO livers (Fig 5B), consistent with the greater number of genes dysregulated in male liver (Fig 2). 

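In female liver, 5758 of the 19796 control regions (29.1%, 95% interval 28.5 to 29.7%) were lost, and 25.7% of the bases. As in males, the lost regions had a smaller median width (16400 bp) than the kept ones (29200 bp). With the autosomes alone the female share of lost regions was 26.6%. Presence and absence in pooled lists is a coarser measure than the diffReps comparison of replicate reads, which also finds sites inside a region where the mark weakens.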

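The H3K27me3 coverage of the sex-biased genes of S2A Table was set against that of random sets of sex-biased genes of matched length. At least 50% of the gene was inside control male regions for 221 of the 644 female-biased genes (34.3%, 95% interval 30.8 to 38.1%) and for 28 of the 487 male-biased genes (5.75%, 4.01 to 8.18%). In control female liver the shares were 27.2% and 7.60%. In E1/E2-KO liver they were 31.2% of the female-biased genes in males and 24.8% in females. The female-biased share of control male liver lay above all 10000 random sets, and the percentiles were 100 in control female, 99.9 in E1/E2-KO male and 100 in E1/E2-KO female liver. With a minimum of 25% of the gene, the shares in control male liver were 40.5% and 9.45%. In E1/E2-KO male liver, coverage fell by 25 percentage points or more at 107 female-biased genes (16.6%, 13.9 to 19.7%) and at 5 male-biased genes (1.03%, 0.439 to 2.38%). In E1/E2-KO female liver it fell by as much at 95 female-biased genes (14.8%, 12.2 to 17.7%) and 8 male-biased genes (1.64%, 0.835 to 3.21%). Few male-biased genes had coverage to lose. Among genes at least 25% covered in control liver, a restriction chosen after the data were seen, the fall occurred in males at 41.0% of 261 female-biased genes (35.2 to 47.1%) and 10.9% of 46 male-biased genes (4.73 to 23.0%), and in females at 43.8% of 217 (37.3 to 50.4%) and 14.5% of 55 (7.56 to 26.2%). In male liver 17 female-biased genes of at least 5 kb, Hao2 among them, fell from 100% to 0%, and the longest of these were Pecam1, Sult2a6 and Stab1. The male-biased genes with the largest falls were Pcgf6 (from 34.2% to 0%), Tiam2 (from 68.2% to 41.6%) and Tsc22d1 (from 70.9% to 44.8%).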

Sites where H3K27me3 marks were down-regulated were enriched for female-biased genes when compared to a background set of all liver-expressed genes, independent of whether the down-regulation was observed in E1/E2-KO livers from males or from females (S7 Fig).

**Fig 5:**
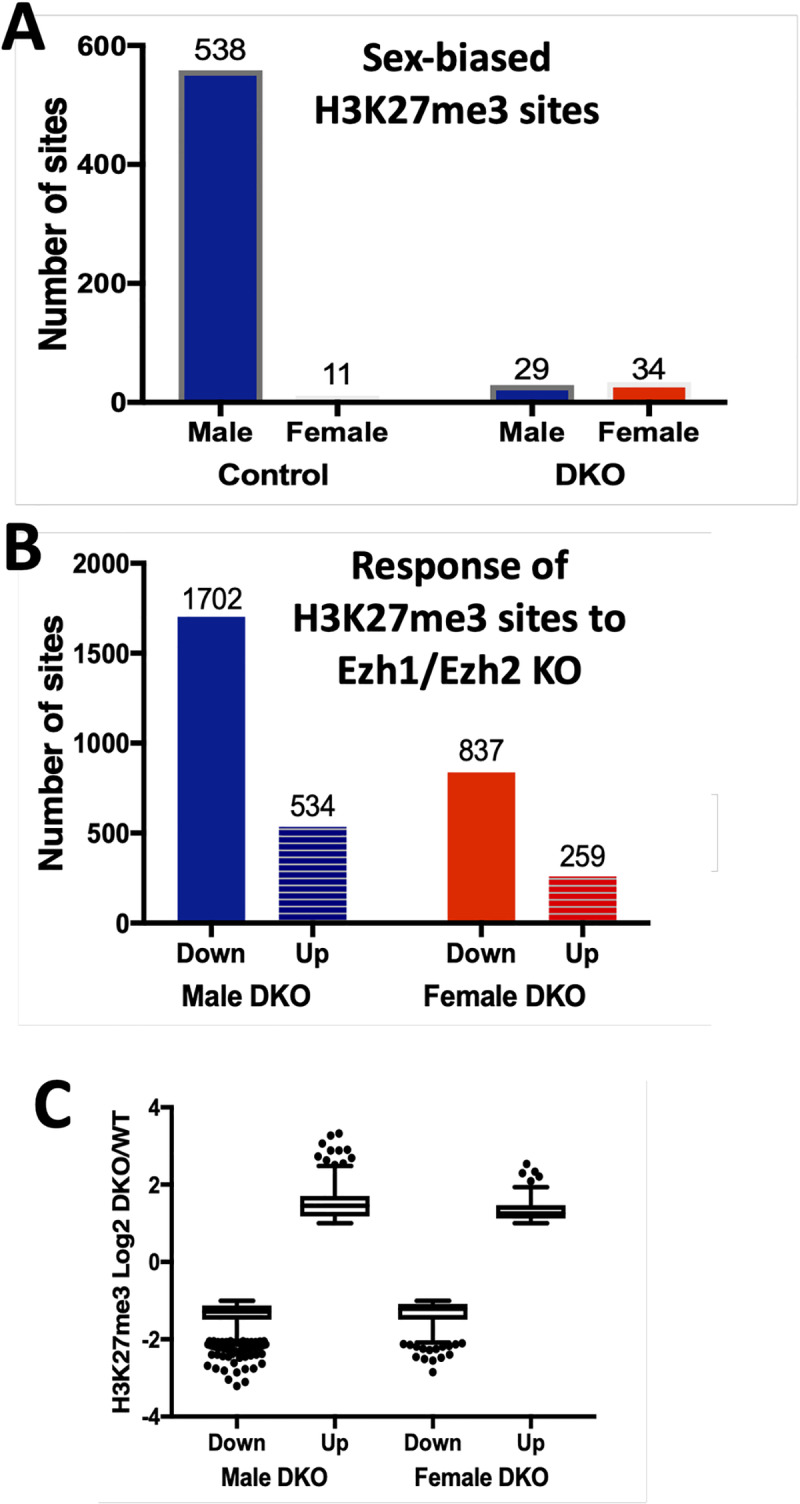
H3K27me3 ChIP-seq. (**A**) Number of sex-biased H3K27me3 sites found in control and in E1/E2-KO male and female mouse liver chromatin, as shown above each column. Sex-bias was lost at all 538 + 11 H3K27me3 sites in E1/E2-KO liver. 29 other H3K27me3 sites acquire male bias and 34 sites acquire female bias in the E1/E2-KO livers; the latter sets of sites are associated with 24 genes, of which only 5 are responsive to Ezh1/Ezh2 loss and only one is sex-biased. Also see S6A Table. (**B**) Number of H3K27me3 sites that were up-regulated or were down-regulated in E1/E2-KO male liver, or in E1/E2-KO female liver, when compared to control mice of the same sex, based on S6B Table and S6C Table. (**C**) Log2 of the fold-change for K27me3 signal for E1/E2-KO vs. control liver at those sites where the density of H3K27me3 marks decreases (Down) or increases (Up) in male and female E1/E2-KO liver. DKO, Ezh1/Ezh2 double knockout mouse liver.

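Among the E1/E2-KO regions, 3124 of 15603 in male liver (20.0%, 95% interval 19.4 to 20.7%) and 2849 of 16127 in female liver (17.7%, 17.1 to 18.3%) had no overlapping region in control liver of the same sex. In E1/E2-KO male liver, coverage rose by 25 percentage points or more at 105 male-biased genes (21.6%, 18.1 to 25.4%) and at 93 female-biased genes (14.4%, 11.9 to 17.4%). In E1/E2-KO female liver it rose by as much at 49 male-biased genes (10.1%, 7.69 to 13.1%) and 69 female-biased genes (10.7%, 8.55 to 13.3%). The share of male-biased genes at least 50% inside regions was 23.2% in E1/E2-KO male and 14.6% in E1/E2-KO female liver. Male-biased genes had more room to gain coverage. In control male liver, 5.75% of them and 34.3% of the female-biased genes were at least 50% inside regions. The shares of genes that rose do not allow for this difference.

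**Figure D2:**
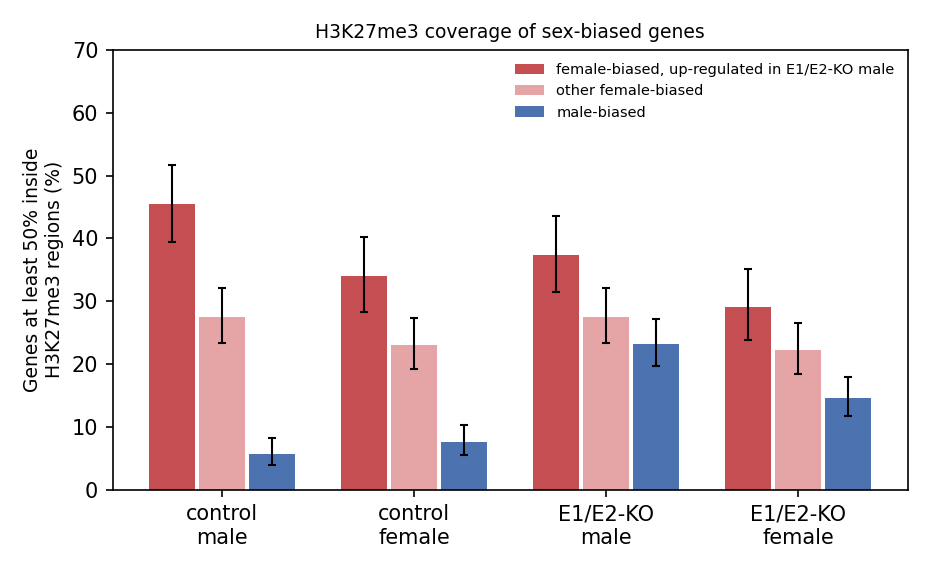
Share of genes of S2A Table with at least 50% of their length inside H3K27me3 regions (vertical axis, percent) in each group of livers, for the 244 female-biased genes up-regulated in E1/E2-KO male liver, the 400 other female-biased genes and the 487 male-biased genes. Error bars are Wilson 95% intervals. The male-biased bar rises from 5.75% in control male to 23.2% in E1/E2-KO male liver.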

Unexpectedly, H3K27me3 marks were up-regulated in E1/E2-KO liver at ~24% of all H3K27me3 differential sites (Fig 5B). The extent of up regulation at these sites was similar to the extent of down regulation at other H3K27me3 differential sites (Fig 5C). H3K27me3 sites up-regulated only in E1/E2-KO-female liver were enriched for female-biased genes (ES = 2.8, p = 5.38E-03; S7C Fig). The gene targets of the up-regulated H3K27me3 sites (452 genes; gene mapping based on annotations output by diffReps; see Methods) include 64 liver-expressed genes responsive to E1/E2-KO, 25 of which were repressed in either male or female E1/E2-KO liver (false discovery rate (FDR) < 0.05) (S6B Table, S6C Table). The increase in H3K27me3 marks at these sites could reflect histone mark changes in non-parenchymal cells, where the *Ezh2* gene is intact and presumably still active.

### Ezh1/Ezh2 loss is associated with gain of activating marks

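The activating marks H3K27ac and H3K4me1 were mapped by ChIP-seq in the same 4 groups of livers, with 15 µg of chromatin and 3 µg of antibody for H3K27ac or 1.2 µg for H3K4me1. The paper gives 4 livers for each group and mark, whereas the sample records list 3 for H3K4me1 in E1/E2-KO female liver. The authors called peaks with MACS2 (version 2.1.1, default parameters) on the concatenated reads of a group, so these marks also have 1 list per group, without peak scores and of unknown depth. MACS2 found 29359 H3K27ac peaks in control male, 49702 in control female, 55930 in E1/E2-KO male and 51253 in E1/E2-KO female liver, which covered 17.3 Mb, 31.2 Mb, 32.0 Mb and 26.5 Mb. For H3K4me1 the lists held 69797, 54798, 67913 and 51417 peaks in the same order, which covered 36.2 Mb, 27.9 Mb, 35.3 Mb and 24.0 Mb. The number of peaks that MACS2 finds depends on the depth and on the enrichment of the precipitate. The control male H3K27ac list was the shortest of these 8 lists, and every comparison with it is limited by its length. A peak is called gained or lost here when no peak of the other list overlaps it by at least 1 bp.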

H3K27 can be modified by acetylation to form H3K27ac, an activating mark associated with active enhancers [44]. In the absence of Ezh1/Ezh2, H3K27ac marks can increase and thereby reverse PRC2-mediated gene silencing [24, 45]. ChIP-seq analysis revealed significant increases in H3K27ac and a second activating mark, H3K4me1, at up to ~1,800 sites in male and female E1/E2-KO livers compared to sex-matched control livers; decreases in these activating marks were seen at many fewer (~100–150) sites (Fig 6A; see S6E–S6L Table for histone mark data). Thus, loss of the capacity to repress chromatin via H3K27-trimethylation is associated with an increase in activating histone marks. 

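In male liver, 30485 H3K27ac peaks were gained and 2835 were lost, so that 91.5% of the changed peaks (95% interval 91.2 to 91.8%) were gained. In female liver, 12739 H3K27ac peaks were gained and 13877 were lost (47.9% gained, 47.3 to 48.5%). For H3K4me1, 20023 peaks were gained and 22173 lost in male liver (47.5% gained, 47.0 to 47.9%), and 16445 were gained and 20401 lost in female liver (44.6% gained, 44.1 to 45.1%). When peaks of a list within 1 kb of each other were first merged, the gained share was 51.9% for H3K27ac in female liver and 50.7% for H3K4me1 in male liver. With equal numbers of the widest peaks in each list, a setting chosen after the data were seen, the gained share of H3K27ac in male liver was 54.6%. Equal list lengths push this share toward 50%. From the diffReps sites at which the activating marks increased, the paper concludes that losing the capacity to repress chromatin by H3K27-trimethylation goes with an increase in activating marks.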

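Between control livers, 3112 H3K27ac peaks were present in males only and 25298 in females only, so that 11.0% of the sex-specific peaks (95% interval 10.6 to 11.3%) were male. Between E1/E2-KO livers, 17089 were male-only and 10943 female-only (61.0% male, 60.4 to 61.5%). H3K4me1 peaks were male-only in 27223 cases and female-only in 11537 in control liver (70.2% male, 69.8 to 70.7%), and in 29764 and 12326 cases in E1/E2-KO liver (70.7% male, 70.3 to 71.1%). With equal numbers of the widest peaks per list, a setting chosen after the data were seen, the male share of H3K27ac was 42.8% in control and 52.2% in E1/E2-KO liver, and that of H3K4me1 was 52.2% and 52.3%.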

Further, whereas male-biased activating chromatin marks (both H3K27ac and H3K4me1) were more than twice as frequent as female-biased activating marks in control livers, this sex difference was abolished in E1/E2-KO livers (Fig 6B). 

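Of the H3K27ac peaks found only in control male liver, 661 (21.2%, 95% interval 19.8 to 22.7%) overlapped a peak found only in the male of the E1/E2-KO pair. For the female-only H3K27ac peaks the number was 2826 (11.2%, 10.8 to 11.6%). Of the H3K4me1 peaks, 6906 of the male-only (25.4%, 24.9 to 25.9%) and 1322 of the female-only peaks (11.5%, 10.9 to 12.1%) of control liver were matched in this way.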

The overlap between the sets of sex-biased H3K27ac and H3K4me1 sites in control compared to E1/E2-KO mouse liver was low (S8 Fig), indicating that sex-biased chromatin marks are both gained and lost in Ezh1/Ezh2-deficient liver.

**Fig 6:**
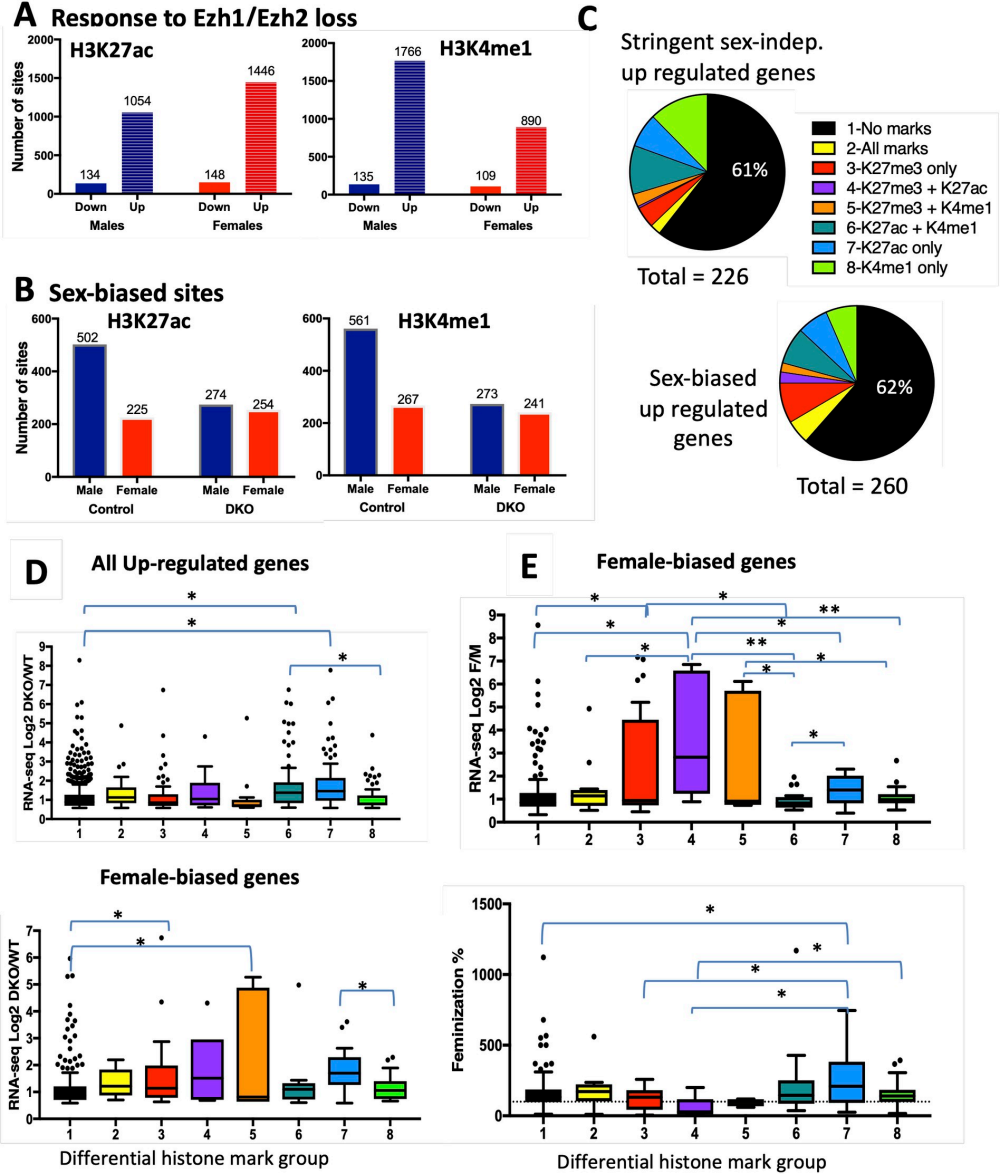
De-repression of gene expression and responsive histone marks. (**A**) Number of sites that show a significant decrease (Down) or a significant increase (Up) in each histone mark in E1/E2-KO male and E1/E2-KO female liver compared to sex-matched control liver. (**B**) Number of male-biased sites (Male) and number of female-biased sites (Female) for H3K27ac and H3K4me1 in control liver, and in E1/E2-KO liver. See listings in S6 Table. (**C**) Shown at the right are 8 different combinations of histone mark changes, one of which was assigned to each E1/E2-KO-responsive gene based on whether there was a decrease in H3K27me3 marks at either the gene body or promoter region, and/or an induction of H3K27ac marks or of H3K4me1 marks, as determined by GREAT analysis (see Methods). Shown is the histone mark pattern distribution for the 226 stringent-sex independent genes up-regulated in E1/E2-KO male liver (*upper pie chart)*, or for the 260 sex-biased genes up-regulated in E1/E2-KO male liver (*lower pie chart*). These gene sets are based on data shown in Fig 2 and S3 Table for 846 genes up-regulated in male liver, of which 260 are sex-biased (154+86+16+4 = 260) and 226 are sex-independent (143 + 83 = 226). (**D**) *Upper* box plots show the distribution of log2 fold-change expression values for E1/E2-KO-male vs. wild-type male liver for the 846 genes up-regulated in male E1/E2-KO liver in each of the 8 histone mark response groups shown in C. *Lower* box plots show the distribution of log2 fold-change expression values of E1/E2-KO-male vs. wild-type male liver only for the 244 female-biased genes up-regulated in male E1/E2-KO liver, for each of the 8 groups shown in C. **(E)** *Upper* box plots show the distribution of log2 male vs. female expression ratio for the 244 female-biased genes up-regulated in male E1/E2-KO liver, for each of the 8 groups shown in C. *Lower* box plots show the distribution of feminization percentages for the 244 female-biased genes up-regulated in the male E1/E2-KO livers, for each of the 8 groups shown in C. Significance values by t-test are indicated in each figure as follows: *, p < 0.05; **, p < 0.01; DKO, Ezh1/Ezh2 double knockout mouse liver.

We mapped H3K27ac and H3K4me1 differential sites to their putative target genes using GREAT [46]. H3K27me3 differential sites were assigned to a gene if they overlapped the gene body or 3 kb surrounding its TSS. 846 genes up-regulated in E1/E2-KO males compared to control male liver were then classified into 8 groups based on the patterns of differential histone marks associated with each gene (S6M Table). Comparison of the distribution of histone mark patterns across the 8 groups for sex-biased genes to that of stringent sex-independent genes up-regulated in E1/E2-KO male livers (Fig 6C, *top* vs. *bottom*) revealed that genes that have differential H3K27me3 marks were more frequent in the sex-biased gene set (groups 2–4), while genes having differential H3K4me1 marks but not differential K27me3 marks were more frequent in the sex-independent gene set (groups 6 and 8). 

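The pooled lists were examined at the 244 female-biased genes of S2A Table that are up-regulated in E1/E2-KO male liver, grouped by the differential marks that the authors assigned to them. At the 34 genes with a decrease in H3K27me3, the median coverage was 86.7% in control male and 13.1% in E1/E2-KO male liver, and it fell by 25 percentage points or more at 24 of them (70.6%, 95% interval 53.8 to 83.2%). Among the 52 genes with an increase in H3K27ac, 49 (94.2%, 84.4 to 98.0%) had a gained H3K27ac peak within 10 kb in male liver. Among the 52 genes with an increase in H3K4me1, 39 (75.0%, 61.8 to 84.8%) had a gained H3K4me1 peak. The share with a gained H3K27ac peak was 63.0% at the 192 genes without an increase in H3K27ac. For H3K4me1 it was 52.6% at the 192 genes without an increase in that mark.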

A majority (61–62%) of the genes up-regulated in E1/E2-KO male liver were not associated with any differential histone marks (group 1; Fig 6C). 

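At the female-biased genes up-regulated in E1/E2-KO male liver to which the authors assigned no differential mark, coverage by H3K27me3 regions fell by 25 percentage points or more in 19 cases (12.0%, 95% interval 7.84 to 18.0%). A gained H3K27ac peak lay within 10 kb of 96 (60.8%, 53.0 to 68.0%), and a gained H3K4me1 peak within 10 kb of 80 (50.6%, 42.9 to 58.3%). Both shares were lower than at the female-biased genes that were not up-regulated (80.8% and 60.5%). The H3K27ac gains were counted against the short control male list.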

The up regulation of these genes in the absence of changes in H3K27me3, H3K27ac or H3K4me1 marks could be due to de-repression of their transcriptional activators. For example, 13% of the sex-biased genes in group 1 (no differential chromatin marks) are direct targets of the female-specific activator of female-biased genes CUX2 (S6M Table, column N), whose expression increases in E1/E2-KO male liver in association with loss of H3K27me3 and an increase in H3K27ac and H3K4me1 marks (S6M Table). 

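Cux2, on the minus strand of chromosome 5 from 122310224 to 122497834, was covered to 100% by a control male region of 232800 bp. In E1/E2-KO male liver a pair of regions of 19600 bp and 271600 bp still covered 98.5% of it, and coverage was 30.0% in control female and 71.5% in E1/E2-KO female liver. A region list does not show a weakening of the mark that leaves the region above the caller's threshold. Within 10 kb of Cux2, H3K27ac peaks numbered 3 in control male, 16 in E1/E2-KO male, 12 in control female and 15 in E1/E2-KO female liver. H3K4me1 peaks numbered 11, 15, 17 and 7 in the same order.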

Genes associated with increases in H3K27ac marks, either with or without induction of K4me1 marks (groups 6 and 7), showed significantly greater up regulation than genes without any differential marks (group 1) (Fig 6D, top). Female-biased genes with a loss of K27me3, either with or without induction of K4me1 (groups 3 and 5), showed greater increases in expression than genes having no associated differential marks (group 1).

Female-biased genes de-repressed in male E1/E2-KO liver that showed both a loss of H3K27me3 and a gain of H3K27ac marks had a significantly higher sex-bias than genes in other differential mark groups (Fig 6E, top, group 4 vs. groups 1,2,6,7,8). 

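Sult2a4, on chromosome 7 from 14495025 to 14574937, overlapped no H3K27me3 region and had no H3K27ac or H3K4me1 peak within 10 kb in any of the 4 groups. Of its 50-nt sequences, 77.9% occur once in the genome.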

Highly female-biased genes (female/male expression ratio > 10) in group 1 (no differential marks) includes *Sult2a4*, which although it is induced by > 60-fold in E1/E2-KO male liver, only reaches 17% of the expression level of control female liver. However, this group also includes *Cyp2c40* and *Cyp17a1*, whose expression was significantly feminized in E1/E2-KO male liver (51% and 58%, respectively) (Fig 3E). 

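Cyp2c40 (chromosome 19, 39841562 to 39887304) overlapped no H3K27me3 region in any group, and the only activating peak within 10 kb was an H3K27ac peak in control female liver. Only 55.7% of its 50-nt sequences are unique in the genome. At Cyp17a1, 99.9% of them are unique. Within 10 kb of Cyp17a1, H3K27ac peaks numbered 3 in control male, 9 in E1/E2-KO male, 8 in control female and 9 in E1/E2-KO female liver, and H3K4me1 peaks 6, 5, 3 and 3.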

Genes showing a gain in H3K27ac marks alone showed greater feminization than genes having no differential marks or loss of K27me3 alone (Fig 6E, bottom; group 7 vs. groups 1,3,4). Finally, 10 of 12 female-biased genes showing a loss of H3K27me3 marks and an increase in both H3K27ac and H3K4me1 marks (group 2) were fully feminized in male E1/E2-KO liver.

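In S2A Table, 11 of the up-regulated female-biased genes carry all of these mark changes. H3K27me3 coverage fell by 25 percentage points or more at 7 of them (63.6%, 95% interval 35.4 to 84.8%), with a median of 66.9% in control male and 40.6% in E1/E2-KO male liver. A gained H3K27ac peak lay within 10 kb of all 11 (100%, 74.1 to 100%) and a gained H3K4me1 peak within 10 kb of 10 (90.9%, 62.3 to 98.4%). Over all up-regulated female-biased genes these shares were 69.7% and 57.4%.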

### Ezh1/Ezh2-dependent, sex-differential regulation of liver fibrosis genes and HCC-related genes

Male mice and humans are more susceptible to liver fibrosis than females [4–8] and show a male predominant incidence and progression of HCC [1, 2, 47]. Loss of liver Ezh1 and Ezh2 can impact the onset and progression of liver fibrosis, insofar as male E1/E2-KO livers acquire a nodular appearance with portal and periportal inflammation and collagen deposition by 8 months of age, along with substantial impairment of liver function [33]. Furthermore, we observed sex differences in liver pathology in E1/E2-KO mouse liver, with greater liver fibrosis, nodular appearance and inflammatory cell infiltration seen in livers of male compared to female E1/E2-KO mice, and with female livers showing macro and micro-vesicular steatosis. In both sexes, the lobular structure was distorted (Fig 7A).

**Fig 7:**
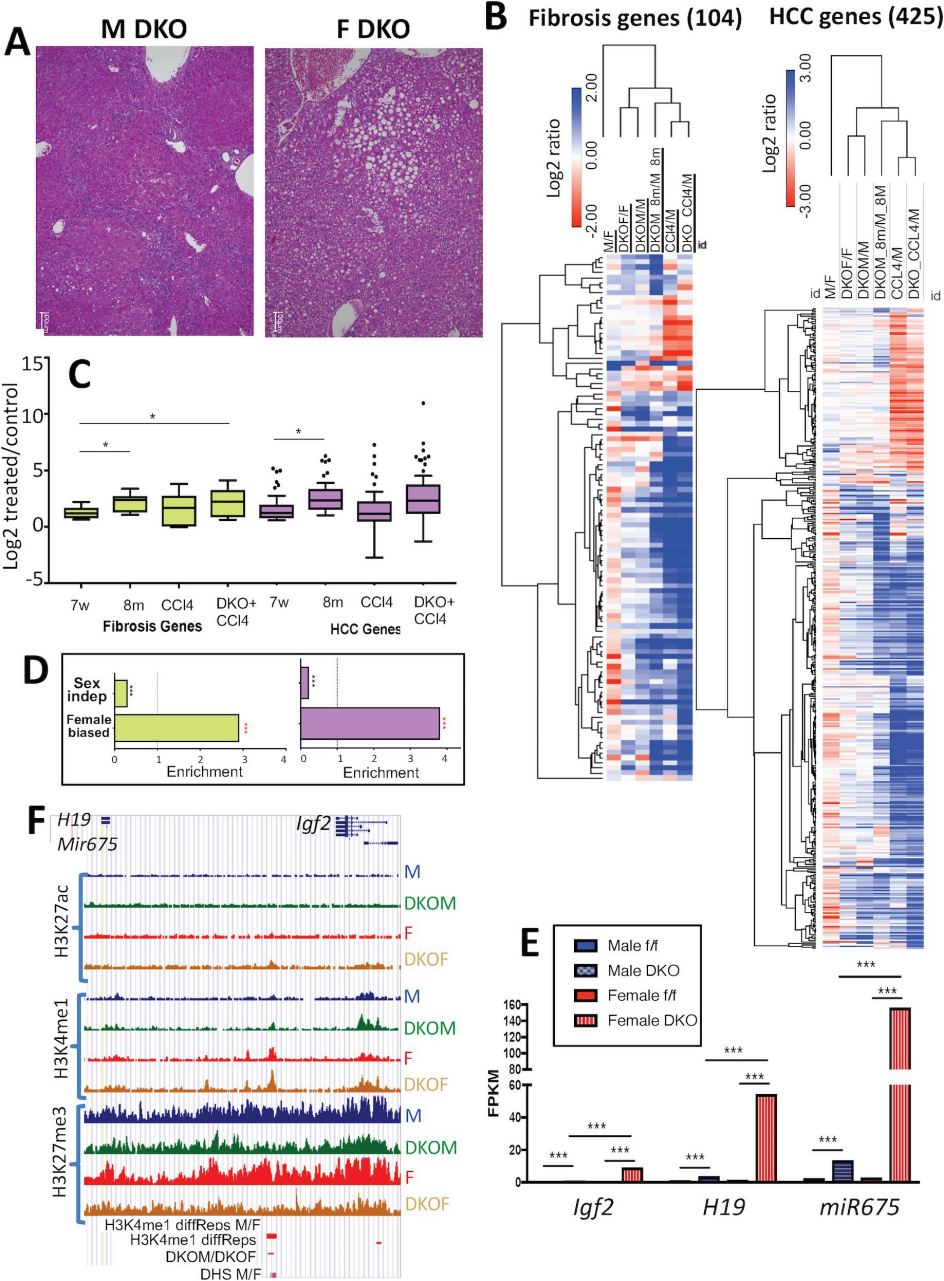
Sex-biased dysregulation of liver fibrosis and HCC related genes. **(A)** Hematoxylin and eosin staining of 8-month old male and female mouse E1/E2-KO liver sections, showing distortion of the lobular structure in both sexes. The male E1/E2-KO liver has a nodular appearance and inflammatory cell infiltration, while the female E1/E2-KO liver shows micro and macro vesicular steatosis. (**B**) Heat maps showing log2 expression ratios for 104 E1/E2-KO responsive fibrosis-related genes and for 425 E1/E2-KO responsive HCC-related genes for the 6 indicated comparisons: wild-type male vs. wild-type female, E1/E2-KO female vs. wild-type female, E1/E2-KO male vs. wild-type male, 8-month-old E1/E2-KO male vs. 8-month-old wild-type males, males treated with carbon tetrachloride, and E1/E2-KO males treated with carbon tetrachloride compared to their age-matched controls. Color bars for ratios ranging ±2 or ±3 log2, as indicated. Average linkage hierarchical clustering implemented on the rows. (**C**) Box plots showing the distribution of log2 expression changes for 9 fibrosis-related genes (green) and 52 HCC-related genes (purple) that are up-regulated in both 7-week and 8-month E1/E2-KO male liver (S7 Table). Values shown for 7-week E1/E2-KO males, 8-month E1/E2-KO males, males treated with carbon tetrachloride and E1/E2-KO males treated with carbon tetrachloride compared to their age-matched controls, as described in Methods. Student’s t-test: * P < 0.05; ** P < 0.01 and *** P < 0.001. (**D**) Enrichment, or depletion, of female-biased genes and stringent sex-independent genes for being in the set of dysregulated fibrosis-related or HCC related genes as compared to all liver expressed genes. (**E**) Expression of *Igf2*, *H19* and *miR675* determined by RNA-seq (FPKM values) in 7-week male and female control livers and in livers of male and female E1/E2-KO mice. Data shown are mean expression levels based on n = 4 individual livers per group. FDR values determined by EdgeR: ** P<0.01, and *** P < 0.001. (**F**) UCSC genome browser screenshot of the *Igf2*-*H19*-*Mir675* gene locus. Shown are normalized sequence read tracks for H3K27ac, H3K4me1 and H3K27me3 ChIP-seq data, for each of 4 groups, as marked on the right. This gene locus has a female-biased DNase hypersensitive site [51] flanked by a female-biased H3K4me1 site that is further induced in E1/E2-KO female liver (horizontal red bars at bottom), consistent with the greater gene induction seen in female liver. DKO, Ezh1/Ezh2 double knockout mouse liver.

E1/E2-KO male livers also show increased susceptibility to the fibrogenic and hepatotoxic effects of carbon tetrachloride [33]. Strikingly, almost half of all liver fibrosis-associated genes (104 of 217 genes, 48%) and HCC-related genes (425 of 920 genes, 46%) were significantly changed in expression (FDR < 0.05, |fold-change| >2) in male E1/E2-KO compared to control liver at either 7 weeks or 8 months of age, or in livers of E1/E2-KO or control livers of male mice exposed to a regimen of carbon tetrachloride that induces hepatotoxicity and liver fibrosis (Fig 7B; S7 Table).

Similar numbers of fibrosis and HCC-related genes were induced in E1/E2-KO male livers at age 7 weeks as at 8 months of age (Table 1), even though no overt liver histopathological changes were apparent at 3 months of age [33]. A majority of the dysregulated genes were up-regulated (Table 1) and there was a significant increase in the degree of induction with advancing age (Fig 7C). Livers of E1/E2-KO male mice exposed to carbon tetrachloride showed the greatest number of responsive fibrosis and HCC-related genes, and the highest degree of up regulation (Table 1, Fig 7C), consistent with earlier findings based on a much smaller number of genes [33]. Moreover, the dysregulated sets of 104 liver fibrosis-related genes and 425 HCC-related genes were significantly enriched for female-biased genes and depleted of stringent sex-independent genes when compared to all liver-expressed genes (Fig 7D). More fibrosis and HCC-related genes were dysregulated in E1/E2-KO male compared to E1/E2-KO female liver (Table 1), consistent with the male bias in liver disease susceptibility. Similar patterns were seen for a set of 121 mouse orthologs of human genes that are up-regulated in advanced liver fibrosis [48] and for a set of 89 mouse orthologs of liver inflammation genes altered in human liver cirrhosis, a subset of which are associated with differences in HCC survival [49] (Table 1, S8 Table). We also identified 32 sex-independent genes that are more highly up-regulated in E1/E2-KO female than E1/E2-KO male mouse liver, and thus acquire female-biased expression in the absence of Ezh1/Ezh2 (Fig 2D, S9 Table). Three genes that show the most significant up regulation are *Igf2*, the lncRNA gene *H19*, and the microRNA *miR675* (Fig 7E). *Igf2* and *H19* are imprinted genes associated with HCC development [29, 50]. 

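Between the imprinted genes H19 (chromosome 7, 149761436 to 149764051) and Igf2 (149836672 to 149846940), with 10 kb on either side, H3K4me1 peaks numbered 3 in control male, 5 in control female, 3 in E1/E2-KO male and 5 in E1/E2-KO female liver. They covered 0.788%, 2.55%, 1.60% and 2.87% of this span. Every group had a peak between the genes near the same position. In control male liver it ran from 149816381 to 149816600 (220 bp). Control female liver had adjacent peaks of 423 bp and 719 bp there, E1/E2-KO male liver a peak of 714 bp and E1/E2-KO female liver a single peak of 1438 bp, from 149815188 to 149816625. A further peak was found from 149794923 to 149795632 in control female (710 bp) and from 149794697 to 149795389 in E1/E2-KO female liver (693 bp), and in neither male group. A peak from 149844315 to 149845060 in E1/E2-KO male liver (746 bp) overlapped one of 241 bp in control female liver and none in the other 2 groups. Near 149808245, peaks were found in every group except E1/E2-KO male liver. Peaks found in 1 group only ran from 149848122 to 149848501 in control male, from 149849911 to 149850141 in E1/E2-KO male and from 149752566 to 149752857 in E1/E2-KO female liver. The only H3K27ac peak of the span was in E1/E2-KO female liver, from 149815664 to 149815906.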

The *Igf2-H19* locus has a female-biased DNase hypersensitive site, identified previously [51], and a female-biased H3K4me1 mark that increases in female E1/E2-KO liver (Fig 7F). Thus, while there is moderate loss of H3K27me3 marks in both sexes, female-biased increases in activating marks may explain the strong induction of these genes seen in female liver (Fig 7F).

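Igf2, H19 and Mir675 were inside a single H3K27me3 region in each group, which spanned the whole interval (100% covered). This region was 210000 bp wide in control male, 144000 bp in control female, 162800 bp in E1/E2-KO male and 145600 bp in E1/E2-KO female liver. A partial loss of reads within such a region does not change its call.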

**Table 1:** Number of fibrosis-related or HCC-related genes induced or repressed in E1/E2-KO livers compared to wild-type controls, and/or with each of the indicated CCl_4_ (carbon tetrachloride) treatments. Based on data in S7 Table and S8 Table.

	Liver Fibrosis-related genes		HCC-related genes		Mouse orthologs of genes up-regulated in human liver fibrosis		Mouse orthologs of inflammation genes dysregulated in human liver cirrhosis	
Differential gene expression comparison	# Induced	# Repressed	# Induced	# Repressed	# Induced	# Repressed	# Induced	# Repressed
E1/E2-KO Male vs. Male (7 wk)	22	1	96	10	24	1	15	1
E1/E2-KO Female vs. Female (7 wk)	10	3	62	17	16	3	9	2
E1/E2-KO Male vs. Male (8 mo)	24	2	110	6	43	1	21	1
CCl_4_-treated Male vs. Male	46	11	189	79	50	7	24	9
E1/E2-KO Male + CCl_4_ vs. Male	63	10	245	68	65	3	45	7

### Premature maturation of sex-biased liver gene expression in Ezh1/Ezh2-deficient liver

The combined deficiency of Ezh1/Ezh2 in mouse liver is reported to induce premature differentiation of perinatal hepatocytes, with 2 week postnatal Ezh1/Ezh2-deficient mice showing early increases in expression (early maturation) of a subset of genes not normally induced until 2 months of age in wild-type mice, including genes that regulate liver fibrosis [48]. Our reanalysis of the raw RNA-seq data from that study revealed that sex-biased genes are significantly enriched in the set of all liver maturation genes (ES = 5.2, p<0.0001) (S10B Table), consistent with the widespread induction of sex-biased genes at puberty [52]. Moreover, we found that premature maturation occurred in both male and female Ezh1/Ezh2-deficient livers, but was significantly more extensive in males (240 genes prematurely up-regulated and 149 genes prematurely down-regulated in males, vs. 191 genes prematurely up-regulated and 90 genes prematurely down-regulated in females; p<0.0001, Fisher‘s exact test) (S10A Table). Importantly, sex-biased maturation genes were significantly enriched in the set of all premature maturation genes, with the strongest enrichments seen in Ezh1/Ezh2-deficient male liver (S10B Table). Finally, the number of genes showing sex-biased expression at 2 months of age decreased by >90% in this model of liver Ezh1/Ezh2-deficiency [48] (1022 vs. 69 sex-biased genes in 2-month wild type vs. E1/E2-KO liver at FDR <0.001; S10C Table), consistent with our findings, above, on the major role of Ezh1/Ezh2 in the regulation of sex bias gene expression in adult mouse liver.

## Discussion

Ezh1 and Ezh2 are epigenetic modifiers that catalyze H3K27-trimethylation essential for liver homeostasis and regeneration. Loss of Ezh1 and Ezh2 in hepatocytes leads to liver fibrosis, impaired liver function and increased susceptibility to the hepatotoxic effects of carbon tetrachloride [33]. Marked sex differences characterize the incidence, progression and severity of these liver pathologies, however, the underlying molecular basis for these sex differences in liver disease is only partially understood [53]. Our previous work identified H3K27me3 as a sex-biased epigenetic modification in mouse liver [17], suggesting that sex differences in Ezh1/Ezh2-catalyzed deposition of H3K27me3 marks functionally contribute to liver sex differences, including the striking differences in liver pathophysiology between the sexes. Here, we used male and female Ezh1/Ezh2 double knockout (E1/E2-KO) mice to address these questions by investigating the requirement of Ezh1 and Ezh2 for sex-biased gene regulation in mouse liver, and to discover any sex-dependent effects of Ezh1/Ezh2 loss on genes associated with liver disease. We found that hepatic Ezh1/Ezh2 deficiency induces a strong, preferential dysregulation of sex-biased genes, as compared to sex-independent genes. Many female-biased genes were significantly de-repressed in E1/E2-KO male liver in association with the loss of H3K27me3 marks across the gene body, while few male-biased genes were correspondingly de-repressed in E1/E2-KO female liver. 

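H3K27me3 coverage fell by 25 percentage points or more in E1/E2-KO male liver at 54 of the 244 up-regulated female-biased genes (22.1%, 95% interval 17.4 to 27.7%) and at 53 of the 400 other female-biased genes (13.3%, 10.3 to 16.9%). The odds ratio was 1.86 (95% interval 1.22 to 2.83), and the share of the up-regulated genes lay at percentile 99.9 of random sets of female-biased genes of matched length. When a fall of 50 percentage points or more was required, the odds ratio was 1.50 (0.918 to 2.45), an interval that includes 1. Among genes at least 25% covered in control male liver, a restriction chosen after the data were seen, coverage fell by 25 percentage points or more at 54 of 131 up-regulated genes (41.2%, 33.2 to 49.8%) and at 53 of 130 others (40.8%, 32.7 to 49.4%), an odds ratio of 1.02 (0.622 to 1.67). In control male liver, at least 50% of the gene was inside regions for 45.5% of the up-regulated genes and for 27.5% of the others. In E1/E2-KO male liver the shares were 37.3% and 27.5%. From the de-repression of female-biased genes in E1/E2-KO male liver with loss of H3K27me3, the paper concludes that repression by Ezh1/Ezh2 is a major epigenetic mechanism of sex-biased gene expression in male liver.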

In fact, many male-biased genes were down-regulated in E1/E2-KO male liver, which likely is a secondary response to the up regulation of female-biased genes expression. Ezh1/Ezh2-based repression of female-biased genes is thus a major epigenetic regulatory mechanism controlling sex-biased gene expression in male mouse liver. We also found that Ezh1/Ezh2 deficiency up regulates many genes associated with liver fibrosis and HCC in male liver, and that these changes are seen by 7 weeks of age, which precedes the histopathological changes seen in 8-month-old mice [33]. Finally, we found that liver fibrosis- and HCC-associated genes are differentially responsive to the loss of Ezh1/Ezh2 in male compared to female liver, which may contribute to the sex differences in disease incidence and progression.

Sex differences in liver gene expression are primarily regulated by sex-specific patterns of pituitary GH secretion. GH secretion is intermittent in males, whereas in females, pituitary GH release is more frequent, resulting in persistent stimulation of GH signaling in hepatocytes [9]. GH-responsive liver transcription factors, including STAT5b and two STAT5b-dependent repressors [13, 54], are key mediators of the sex-dependent transcriptional actions of GH, which operate in the context of GH-regulated sex differences in chromatin accessibility [51] and sex-biased chromatin states [17]. H3K27me3 is a strikingly sex-biased epigenetic regulatory modification that is specifically associated with strong repression of highly female-biased genes in male liver [17]. Consistently, female-biased genes were significantly enriched in the gene set up-regulated in E1/E2-KO male liver (Fig 2). However, the feminization of gene expression upon loss of Ezh1/Ezh2 was, in many cases, only partial. This contrasts with the more complete feminization achieved in two other mouse models that we examined, namely, continuous infusion of GH in male mice, which overrides the male, pulsatile plasma GH pattern and induces a majority of female-biased genes within 7 days [19], and ablation of pituitary hormone secretion by hypophysectomy, which de-represses Class II female-biased genes in male liver [43]. Thus, while Ezh1/Ezh2-catalyzed H3K27-trimethylation may repress female-biased genes in male liver, the loss of H3K27me3 marks alone is generally not sufficient for full gene activation, to normal female liver levels, and in some cases, is largely ineffective. For example, *Fmo3*, a highly female-specific gene, was not induced in E1/E2-deficient male liver, despite the extensive loss of male-biased H3K27me3 marks across its gene body. One possibility is that de-repression of *Fmo3* and other such genes requires both the loss of H3K27me3 marks and the acquisition of activating marks at distal enhancers, which may be subject to distinct epigenetic regulatory mechanisms [17]. Some sex-biased genes may be subject to more complex regulation, as exemplified by the female-biased gene, *Cyp17a1* (female/male expression ratio = 11-fold), which was substantially de-repressed in male E1/E2-KO liver (58% feminization) but showed an unexpected increase, rather than a decrease, in H3K27me3 marks in both male and female E1/E2-KO liver (S5 Fig).

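Cyp17a1 lies on the minus strand of chromosome 19 from 46741654 to 46747490. No H3K27me3 region overlapped it in control liver of either sex. In E1/E2-KO male liver a region of 38400 bp, from 46727601 to 46766000, covered 100% of the gene, as did a region of 19600 bp in E1/E2-KO female liver.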

Upstream Regulator analysis identified STAT5b as the most highly enriched negative regulator of the female-biased genes de-repressed in E1/E2-KO male liver, supporting the proposal that STAT5b regulates the deposition of H3K27me3 repressive marks at these genes in male liver, either directly or indirectly. Loss of H3K27me3 marks in E1/E2-KO male liver, and the associated de-repression of female-biased genes, was often accompanied by increases in the active enhancer marks H3K27ac and H3K4me1. 

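In male liver, a gained H3K27ac peak lay within 10 kb of 170 of the up-regulated female-biased genes (69.7%, 95% interval 63.6 to 75.1%) and of 323 of the other female-biased genes (80.8%, 76.6 to 84.3%), an odds ratio of 0.548 (0.379 to 0.792). For gained H3K4me1 peaks the shares were 57.4% and 60.5%, an odds ratio of 0.879 (0.636 to 1.21). By this measure gained peaks were not more frequent near the up-regulated genes. The gained H3K27ac peaks were counted against the short control male list, and they lay near most female-biased genes of both classes. The H3K27ac count therefore cannot decide whether a gain of this mark goes with the up-regulation. With equal numbers of the widest peaks per list, chosen after the data were seen, the odds ratios were 1.11 (0.806 to 1.53) for H3K27ac and 1.00 (0.730 to 1.38) for H3K4me1.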

H3K27 acetylation, which is mutually exclusive with H3K27 trimethylation on a given nucleosome, is often enriched in the absence of PRC2 [55]; moreover, H3K27 acetylation prevents PRC2 binding and thereby antagonizes repression by PRC2 [24]. The increased expression of female-biased genes in E1/E2-KO male liver is therefore likely a direct result of de-repression caused by the loss of H3K27me3 marks combined with the subsequent gain in H3K27ac and other activating chromatin marks. Indeed, an increase in activating marks (H3K4me1 and H3K27ac) was associated with stronger induction of gene expression (Fig 6D, *top*, group 6 and group 7 vs group 1).

Our findings highlight the role of Ezh1/Ezh2-based repression of female-biased genes in male liver as an important mechanism to enforce liver sex differences. Overall, 37% of female-biased genes were significantly de-repressed in E1/E2-KO male liver (Fig 2C), indicating that Ezh1/Ezh2 is responsible–either directly or indirectly–for a substantial fraction of the epigenetic control of female-biased genes. Further, the actions of Ezh1/Ezh2 are sex-biased, with male liver showing many more genes dysregulated and more widespread loss of sites of H3K27-trimethylation than female liver. The absence of a sex bias in Ezh1/Ezh2 expression in adult liver (Fig 1), and our finding that ~97% of H3K27me3 peak regions do not show sex-differences in mark intensity, indicate that Ezh1/Ezh2 has similar intrinsic activity in livers of both sexes, and that other factors control the sex-specific actions of Ezh1/Ezh2 in adult mouse liver. Indeed, Ezh1/Ezh2-dependent gene repression is controlled by circulating GH patterns, whose continuous infusion in male mice induces loss of H3K27me3 marks at female-biased genes in association with their widespread de-repression in male liver [19]. Little is known about the molecular mechanisms by which the PRC2 complex and its Ezh1/Ezh2 catalytic subunit are recruited to their specific chromatin targets, in general, and specifically in this case, how plasma GH patterns regulate the sex-dependent interactions between PRC2 and its female-specific gene targets. PRC2 physically associates with several long non-coding RNAs (lncRNAs) [24], which may contribute to the target gene specificity of PRC2 action. Conceivably, some of the ~200 liver-expressed, nuclear lncRNAs that show sex-biased and GH-regulated expression in mouse liver [15] may contribute to the recruitment of PRC2 to female-biased genes repressed by Ezh1/Ezh2 in male liver. Gene co-expression network analysis of Diversity Outbred mouse liver has implicated eight sex-biased lncRNAs in negative regulation of genes of the opposite sex bias and inverse hypox-response class [56], which could potentially mediate some of the sex-biased effects of Ezh1/Ezh2 described here.

Several highly female-biased sulfotransferase genes, notably *Sult2a2*, *Sult2a5* and *Sult2a6*, failed to be substantially feminized upon loss of Ezh1/Ezh2 in male liver. Hepatic expression of these genes was also only partially feminized in male mice when the male, pulsatile pattern of GH stimulation was ablated by hypophysectomy, or when circulating GH profiles were feminized in continuous GH-infused male mice. The fact that feminization is only partial in the latter two mouse models, where GH signaling is disrupted, could be due to early postnatal effects of GH, which may irreversibly imprint (program) liver gene expression patterns [57]. In the case of *Sult2a5* and *Sult2a6*, although E1/E2-KO abolished the high levels of H3K27me3 marks seen across the gene body in wild-type male mouse liver (S4 Fig), gene expression in E1/E2-KO male liver only reached 7 to 16% of the normal, wild-type female level. 

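On chromosome 7, Sult2a1 (14381594 to 14422759) was covered to 29.2% in control male and 16.5% in control female liver and to 0% in both E1/E2-KO groups, with 57.6% of its 50-nt sequences unique in the genome. At Sult2a6, H3K27ac peaks within 10 kb numbered 0 in control male, 1 in E1/E2-KO male, 2 in control female and 3 in E1/E2-KO female liver, and H3K4me1 peaks 1, 0, 4 and 1 in the same order. Sult2a1 and Sult2a5 had no H3K27ac or H3K4me1 peak within 10 kb in any group.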

Further study is needed to elucidate the mechanisms that establish any early, irreversible epigenetic differences in male liver, which may include GH-regulated DNA methylation of gene regulatory regions [58].

The present study used a double knockout mouse model, obtained by crossing *Ezh1* whole body knockout mice with *Ezh2*-hepatocyte specific knockout mice [33]. *Ezh2* null mutation results in lethality at early stages of mouse development [59], and while *Ezh1* null mutation shows no decreased survival, only the combined loss of Ezh1 and Ezh2 in hepatocytes results in decreases in H3K27me3 [33]. E1/E2-KO male mice develop liver fibrosis at 8 months of age, and at 3 months of age, when histopathological abnormalities are not yet apparent, they show much greater susceptibility to the hepatotoxic effects of carbon tetrachloride as compared to control mice [33]. Here, we found that genes associated with liver fibrosis and HCC are significantly up-regulated in livers of male E1/E2-KO mice in an age-dependent manner, and following exposure to carbon tetrachloride (Fig 7), in a manner than correlates with the severity of the liver phenotype [33]. Male E1/E2-KO mouse liver also showed up regulation of mouse orthologs of human genes induced in advanced liver fibrosis [48] and of human genes related to liver inflammation whose expression is altered in human cirrhosis [49]. Genes up-regulated in common in advanced human liver fibrosis and in Ezh1/2-KO mouse liver include biomarkers of liver disease (e.g. Golm1) [60] and genes that play a fundamental role in liver fibrogenesis and HCC (e.g., Spp1/Osteopontin) [61]. E1/E2-KO female liver showed up regulation of the fewest number of fibrosis/HCC-related genes, consistent with the slower disease progression seen in female liver [62]. Moreover, H3K27me3 marks decreased and/or activating histone marks increased at 50% of the fibrosis- and HCC-related genes that were up-regulated in 7-week-old E1/E2-KO male liver, similar to the full set of E1/E2-KO up-regulated genes (S6M Table). Loss of H3K27me3 marks in human liver disease has been associated with increased transcription of genes associated with tumorigenesis [49], consistent with the association of Ezh1/2 loss with liver pathology seen in our Ezh1/2-KO mouse model.

Female-biased genes dominate the set of fibrosis/HCC-related genes that were up-regulated in E1/E2-KO male liver. This raises the question of why increased expression of these female-biased genes leads to an increase in liver fibrosis, in particular in male Ezh1/Ezh2-deficient mice [33]; whereas, in wild-type female liver, the higher expression of such genes compared to male liver is associated with decreased susceptibility to liver fibrosis and liver disease. The answer may relate to our findings on the effects Ezh1/Ezh2-deficiency on female-biased genes that can confer protection from HCC in wild-type female liver. One example is *Hao2*, which is down-regulated in HCC, and whose expression inversely correlates with metastasis and survival [63]. *Hao2* was significantly induced in E1/E2-KO male liver, but to only ~60% the level of control (wild-type) female liver, and this increase in expression may not be not sufficient to counteract the severe liver injury that results from the loss of Ezh1/Ezh2. Furthermore, other female-biased genes that have been identified as tumor suppressors in the context of HCC, such as *Trim24* [64, 65], were not up-regulated in male E1/E2-KO liver. Indeed, Upstream Regulator analysis showed that liver TRIM24 function was suppressed by Ezh1/Ezh2 deficiency, and that this suppression was more significantly associated with the set of all up-regulated genes in male than in female E1/E2-KO liver (p-value of overlap: 5.95E-20 vs. 7.74E-08) (S4C Table). Further studies are needed to determine the extent to which the higher expression of such liver disease-protective genes in female liver contributes to sex-differences in liver fibrosis and liver disease. Studies such as these take on added significance, given efforts to utilize Ezh2 inhibitors for treatment of HCC [66].

Several HCC-related genes that show sex-independent expression in wild-type liver were more strongly up-regulated by loss of Ezh1/Ezh2 in female than in male liver, i.e., they acquire female specificity in E1/E2-KO liver. These genes include *Igf2*, *H19* and *miR675* (Fig 7E, S11 Table). *Igf2* and *H19* are adjacent, imprinted genes [67] that show aberrant imprinting and epigenetic abnormalities in HCC [29]. *H19* is highly expressed in proliferative tissues, including liver regenerating after injury [67], and its first exon encodes miR-675, whose overexpression promotes liver cancer [50]. The strong up regulation of these three genes in E1/E2-KO female liver suggests female E1/E2-KO mice may show increased susceptibility to liver toxicity and HCC compared to female wild-type mice, e.g., in response to hepatotoxins such as carbon tetrachloride.

In addition to the extensive up regulation of gene expression following loss of H3K27me3 marks, we identified a significant number of genes whose expression was down-regulated in the absence of Ezh1 and Ezh2, in both male and female liver. While H3K27me3 is generally regarded as a repressive mark, its deposition has also been associated with active transcription from promoters [68], whose activity loss could contribute to the gene down regulation we observed. In some cases, we saw an unanticipated increase in gene proximal H3K27me3 marks, which was associated with gene down-regulation (S7 Fig). Conceivably, the increase in H3K27me3 marks could be occurring in liver non-parenchymal cells (which do not express the *Alb-Cre* transgene needed for *Ezh2* deletion) as a secondary response to Ezh1/Ezh2 loss in hepatocytes. Finally, we observed an incomplete loss of H3K27me3 marks at many genomic locations. As PRC2 and its catalytic component, Ezh1/Ezh2, is the only known H3K27 methyltransferase in mammalian cells [69], this most likely reflects the continued expression of Ezh2 in liver non-parenchymal cells, and the persistence in hepatocytes of H3K27me3 marks deposited prior to the developmental induction of the *Alb-Cre* transgene [70].

We conclude that Ezh1/Ezh2-dependent H3K27me3 repressive marks play an essential, functional role in establishing and maintaining GH-regulated sex differences in liver gene expression. Loss of Ezh1 and Ezh2 in hepatocytes preferentially de-represses the expression of many female-biased genes in male mouse liver in association with the loss of H3K27me3 marks and the acquisition of activating histone marks. Significant differences in the regulation of liver fibrosis and HCC-related genes by Ezh1/Ezh2 are seen in male compared to female liver, which may contribute to the sex bias in liver disease progression.

## Methods

### Ethics statement

Livers used in this study were obtained from mice housed and handled according to the Animal Research Advisory Committee Guidelines of NIH (https://oacu.oir.nih.gov/animal-research-advisory-committee-guidelines), with all animal experiments approved by the NIDDK Animal Care and Use Committee (protocol ASP K089-LGP-17).

### Animal tissues

Livers from 7-week-old male and female *Ezh1*-knockout mice with a hepatocyte-specific knockout of *Ezh2* (E1/E2-KO mice, also designated Double-knockout (DKO) in the figures and tables) and their age and sex matched floxed littermate controls were generated as described [33]. Briefly, Ezh2^fl/fl^ mice [71] were bred with *Alb-Cre* transgenic mice [70]; their offspring were bred with *Ezh1*-knockout mice (Dr. T. Jenuwein, Research Institute of Molecular Pathology, Vienna, Austria) [72] to generate E1/E2-KO mice. Livers from 2–8 week old male and female CD1 mice (ICR strain) were those described previously [52]. Hypophysectomy and continuous GH infusion of male mice for 14 d using an Alzet osmotic minipump were performed as described [19, 43].

### qPCR analysis

Liver total RNA (1 μg) was reverse transcribed using the Applied Biosystems High-Capacity cDNA Reverse Transcription Kit (Fisher, Cat#43-688-14). qPCR was performed using Power SYBR green PCR master mix and processed on an ABS 7900HT sequence detection system (Applied Biosystems) or the CFX384 Touch Real-Time PCR detection system (Bio-Rad). For RT-qPCR, raw Ct values were analyzed using the comparative Ct method with normalization to the 18S RNA content of each sample. Primers used for qPCR are shown in S1A Table.

### RNA-seq analysis

Approximately 10% of each liver was snap frozen in liquid nitrogen and used to extract RNA with TRIzol reagent (Invitrogen Life Technologies Inc., Carlsbad, CA). Total liver RNA was isolated from each of 9 individual mouse livers per treatment group (Male (floxed) controls, Female (floxed) controls, Male E1/E2-KO and Female E1/E2-KO). Three RNA-seq libraries (biological replicates) were prepared for each treatment group; each sequencing library was comprised of a pool of RNAs obtained from n = 3 individual livers. Sequencing libraries were prepared using the Illumina TruSeq RNA library preparation kit (Illumina, cat# RS-122-2001) and 68 nt single-end sequence reads were obtained on an Illumina HiSeq instrument. RNA-seq data was analyzed using a custom pipeline [43]. Briefly, sequence reads were aligned to mouse genome build mm9 (NCBI 37) using Tophat (version 2.0.13) [73]. FeatureCounts [74] was used to count sequence reads mapping to the union of the exonic regions in all isoforms of a given gene (collapsed exon counting), and differential expression analysis was conducted using the Bioconductor package EdgeR [75]. We identified 11,491 liver-expressed genes, defined as genes expressed at >1 FPKM (Fragments Per Kilobase length of transcript per Million mapped reads) in at least one of the four sex–genotypes analyzed. 1,356 liver-expressed genes were significantly dysregulated in either male or female E1/E2-KO liver [i.e., EdgeR |fold-change| > 1.5 and adjusted p-value < 0.05 (i.e., 5% FDR, false discovery rate) for a comparison of E1/E2-KO male vs control male liver, or for a comparison of E1/E2-KO female vs control female liver]. A set of 1,131 genes showing significant male-female differences in expression in livers of floxed control mice in the E1/E2-KO background strain was identified using cutoff values for sex-differential expression of FDR < 0.01 and FPKM >1; these thresholds empirically corresponded to a >1.2-fold sex-difference in expression (S2A Table). Differential expression data from livers of male mice treated with GH given as a continuous infusion for 14 d, and for livers of hypophysectomized male and female mice, and their strain and age matched pituitary-intact control livers were obtained from S2 Table and S3 Table of [19] and from S3 Table of [43]. A set of 113 robust female-biased liver-expressed genes was defined as genes with a female/male expression ratio > 2-fold in control mice from each of three different mouse models (S2B Table). A set of 8,021 liver-expressed genes whose expression is stringently sex-independent was defined based on |fold-change| for sex-difference < 1.2 and FDR > 0.1 (S2C Table). The responses of these genes to the loss of Ezh1/Ezh2 are shown in S2A Table and S2C Table, and are summarized in S3 Table.

Raw RNA-seq data from GSE53627 [33] was analyzed using the custom pipeline cited above. Differential expression analysis was performed for the following comparisons: E1/E2-KO males vs. control males (8 months); males treated with carbon tetrachloride vs. control males; and E1/E2-KO-males treated with carbon tetrachloride vs. control males (S7 Table).

For female-biased genes, a percent feminization value was calculated based on each gene’s response to each of the following treatments: Ezh1/Ezh2 loss in male liver; pituitary hormone ablation, as determined by hypophysectomy of male mice; and continuous infusion of male mice with GH for 14 days, as follows:

$$\%\;feminization=\frac{100\%\;\left[FPKM\;\left(treated\;male\right)‐FPKM\;\left(control\;male\right)\right]}{\left[FPKM\;\left(control\;female\right)‐FPKM\;\left(control\;male\right)\right].}$$

Raw mouse liver RNA-seq reads from an independently developed mouse model of liver Ezh1/Ezh2 deficiency [48] were downloaded from GSE118757 (https://www.ncbi.nlm.nih.gov/gds/) and re-analyzed using our custom analysis pipeline. Differential expression analysis was performed for several comparisons, including: 2 month wild-type males + wild-type females (combined) vs. postnatal day 14 (P14) wild-type males + wild-type females (combined), to identify genes whose expression changes during liver maturation, as described in [48]; P14 Ezh1/Ezh2-deficient males vs. P14 wild-type males; and P14 Ezh1/Ezh2-deficient-females vs. wild-type females, at fold-change >2 and FDR <0.05 (S10A Table). Enrichment of sex-biased genes in the set of all liver maturation genes, and enrichment of sex-biased maturation genes that are prematurely expressed in P14-Ezh1/Ezh2-deficient male liver in the set of all prematurely expressed maturation genes was computed, as shown in S10B Table. Fisher’s exact test was used to determine the statistical significance of all enrichments. Sex-bias in wild-type and in Ezh1/Ezh2-deficient livers at 2 weeks and 2 months of age was determined at FDR < 0.001 as shown in S10C Table.

### Chromatin preparation and chromatin immunoprecipitation (ChIP)

Chromatin was extracted from frozen liver tissue from each of 6 individual mice per group. Approximately 1 g of frozen liver was submerged in 4 ml of cross-linking buffer [10 mM HEPES (pH 7.6), 25 mM KCl, 0.34 M sucrose, 0.15 mM 2-mercaptoethanol, 2 mM MgCl_2_, and Pierce protease inhibitor (1 tablet per 50 mL of buffer; ThermoFisher Scientific, cat. #A32965)] and homogenized using a glass dounce homogenizer. The homogenate was pushed thorough to a 70-micron cell strainer (Fisher Scientific. #22-363-548) using a 3 ml syringe plunger. The full volume (~ 5 ml) was transferred to a 15 ml conical tube containing 313 μl from a 16% formaldehyde ampule (ThermoFisher Scientific # 28906) mixed with 687 μl of crosslinking buffer, to give a final concentration of 0.83%. The samples were then incubated on a rocker for 5 min at room temperature. Cross-linking was halted by addition of 250 μl of a 2.5 M glycine (pH 8.0) solution (final concentration, 0.1 M), followed by incubation for 5 min at room temperature. Samples were pelleted (2,500 g for 5 min at 4°C) and washed twice with 10 ml of PBS. Pellets were resuspended in 10 ml of Lysis Buffer 1 [50 mM HEPES (pH 7.5), 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% IGEPAL CA-630 (Sigma-Aldrich, cat. #I8896), 0.25% Triton X-100 (Sigma cat. #T8787) and Pierce protease inhibitor, as above], and incubated on a rocker for 10 min at 4°C. Samples were centrifuged at 2,000 g at 4°C for 5 min, the supernatant was removed, and the pellet was resuspended in 10 ml of Lysis buffer 2 [200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10 mM Tris-HCl (pH 8.0) and Pierce protease inhibitor] and rocked for 5 min at 4°C. Samples were centrifuged at 2,000 g at 4°C for 5 min, the supernatant was removed, and the pellet was resuspended in 2 ml of 1X radioimmunoprecipitation assay (RIPA) buffer [50 mM Tris-HCl (pH 8.1), 150 mM NaCl, 1% IGEPAL CA-630, 0.5% sodium deoxycholate] containing 0.5% SDS and Pierce protease inhibitor. Samples were sonicated for 20 cycles (30 s ON, 30 s OFF) using a Bioruptor Pico sonicator (Diagenode) in 15 ml Diagenode TPX tubes containing 0.3 ml polypropylene beads. A 15 μl aliquot of the sonicated chromatin was incubated at 65°C for 6 hr to reverse cross-links. RNase A (ThermoFisher E053, 10 mg/mL) was added to a final concentration of 0.12 mg/mL and the samples then incubated at 37°C for 30 min. Proteinase K (Bioline BIO-37084, 20 mg/mL) was added to a final concentration of 0.39 mg/mL and samples were digested at 37°C for 2 h. A portion (8 μl) of each sample was analyzed by electrophoresis on a 1% agarose gel to size the DNA fragments, which mostly ranged from 100 to 300 bp. Reversed cross-linked DNA was quantified using a Quant-iT PicoGreen assay kit (Invitrogen). The remaining sonicated chromatin was snap-frozen in liquid nitrogen and stored at -80°C until further use for ChIP. ChIP was performed as reported previously [17, 18] using the following ChIP-validated antibodies: H3K27ac (Abcam cat. # ab4729, 3 μg antibody per 15 μg of sonicated chromatin), H3K4me1 (Abcam cat. # ab8895, 1.2 μg antibody per 15 μg of sonicated chromatin), H3K27me3 (Abcam cat. # ab6002, 2 μg antibody per 10 μg of sonicated chromatin), and normal rabbit IgG (Santa Cruz, cat. # sc-2027, 3 μg antibody per 15 μg of sonicated chromatin). ChIP DNA was quantified using a Quant-iT PicoGreen assay kit (Invitrogen) and analyzed by quantitative PCR (qPCR) using primers that interrogate genomic regions selected as positive controls or as negative controls for each of the histone marks based on our published ChIP-seq data [17].

### ChIP sequencing

Sequencing libraries were prepared for each of the above three histone marks using 20–50 ng of ChIP’d DNA. Libraries were prepared for each of 4 individual livers (biological replicates) for each sex and each genotype (male and female floxed control mice, and male and female E1/E2-KO mice; 16 libraries for each histone mark) using NEBNext Ultra II DNA Library Prep kit for Illumina (NEB, cat. # E7645). NEBNext Multiplex Oligos for Illumina (NEB, Set 1; cat. # E7335, NEB, Set 2; cat. # E7500) were used for multiplexing. The Agencourt AMPure XP system (Beckman Coulter, cat. # A63880) was used for sample and library purification. 50 nt paired-end sequence reads were obtained on an Illumina HiSeq instrument. ChIP-seq analysis was performed using a custom analysis pipeline initially developed for DNase-seq analysis and described elsewhere [76]. Individual biological replicates were validated using standard quality control metrics (FASTQC reports, confirmation of read length, and absence of read strand bias). FASTQ files for validated biological replicates were then concatenated to obtain a single set of combined reads for each condition. Sequence reads were mapped to the genome using Bowtie 2 (version 2.3.2) [77]. Genomic regions containing a significant number of H3K27me3 reads were identified using SICER (version 1.1, window size 400 bp and gap size 2400 bp) [78] and used for Reads in Peaks Per Million mapped sequence reads (RiPPM) normalization for UCSC browser visualization, as described below. A total of 21,036 H3K27me3 SICER peak regions were identified based on the union of peak regions discovered in male liver (16,862 regions) and female liver (19,795 regions). Genomic regions (peaks) enriched for H3K27ac and H3K4me1 sequence reads were discovered using MACS2 (version 2.1.1) [79] with default parameters. ChIP-seq peaks were visualized in the UCSC genome browser (https://genome.ucsc.edu/) after normalization of the genomic regions (i.e., ChIP-seq peak regions) discovered by SICER or MACS2 using RiPPM as a scaling factor, as follows. The peak lists identified for each sample (described above) were merged using mergeBed (BEDtools) to generate a single peak list (peak union). The fraction of reads in the peak union list for each sample was then calculated to obtain a scaling factor. Raw read counts were divided by the per-million scaling factor to obtain RiPPM normalized read counts.

### H3K27me3 differential peak discovery

DiffReps (version 1.55.4) [80] was used to identify genomic regions where H3K27me3 reads showed a significant difference in intensity between conditions being compared (‘differential sites’). These analyses were based on pairwise comparisons of the 4 biological replicates per experimental group for each of the following comparisons: control males vs. control females; E1/E2-KO males vs. control males; E1/E2-KO females vs. control females; and E1/E2-KO males vs. E1/E2-KO females. diffReps differential windows were discovered using the nsd broad option of diffReps using each of four window sizes: 1 kb, 2 kb, 5 kb and 10 kb. For each analysis, the step size was set to 1/10 of the window size. Default statistical testing parameters of diffReps were used: negative binomial test with a p-value cutoff of < 0.0001 for significant windows. Windows with significant differential H3K27me3 marks that were discovered with two or more of the window size settings were consolidated to eliminate redundancy by retaining the diffReps ID number and statistical information for the largest window size setting. Differential windows that were uniquely discovered by any of the four window size settings were also retained. The combined set of retained H3K27me3 differential windows were then filtered by the diffReps-determined values of FDR <0.05 and |fold-change| > 2 for the experiments groups being compared. The final lists of H3K27me3 differential sites are shown in S6A–S6D Table.

### H3K27ac and H3K4me1 differential peak discovery

DiffReps (see above) was then applied using the n = 4 biological replicate ChIP-seq samples for each chromatin mark, using the 1 kb window setting to identify diffReps differential sites. The differential sites identified were then filtered to retain those sites that overlap a MACS2-identified ChIP-seq peak. The resulting list of retained differential sites was further filtered for downstream analyses by excluding those sites that did not meet the threshold values of diffReps-determined FDR <0.05 and |fold-change| > 2 for the experimental groups being compared. The final lists of H3K27ac differential sites are shown in S6E–S6H Table, and the final lists of H3K4me1 differential sites are shown in S6I–S6L Table.

### H3K27me3 peak normalization

Due to the semi-quantitative nature of ChIP-seq methodologies [81], we first identified H3K27me3 regions that are largely unchanged across individuals and genotypes (static H3K27me3 sites). We used diffReps to identify stringent non-differential genomic windows (p-value > 0.1 and |fold-change| < 1.2) in the comparison of control male and E1/E2-KO male livers, and in the comparison of control female and E1/E2-KO female livers. The non-differential H3K27me3 sites identified in male liver were intersected with those identified in female liver, and 1,433 sites with 80% or greater reciprocal overlap across their lengths were retained. Those sites were then filtered by their average raw sequence read counts, and the top 35% of sites (502 sites, >400 average raw sequence reads per site) were retained. Those 502 sites were further filtered to retain the top 75% sites whose H3K27me3 marks were least variant across samples after RPM normalization (376 sites). ChIP-qPCR analysis of a subset of these stringent non-differential H3K27me3 sites (see Fig 4, below; primers used for qPCR are shown in S1B Table) confirmed that this approach does indeed identify invariant sites. ChIP-qPCR also revealed moderate compression of the strong differential sites in the ChIP-seq data, as expected. Next, we calculated the fraction of total sequence reads found in these 376 sites for each sample to obtain a scaling factor. Raw sequence read counts were divided by the per-million scaling factor to obtain normalized read counts for each sample. The normalization factor was then used to provisionally override the diffReps normalization results, and thereby obtain a new set of differential sites for each comparison. We observed high overlap (~93%) between the differential sites identified using the standard diffReps parameters, described above, and those identified when using the stringent non-differential site peak-based normalization factors, described in this paragraph. This high overlap validated our decision to use the standard diffReps normalization method to identify H3K27me3 differential sites for all downstream analyses.

### Mapping chromatin marks to genes

We used the output of diffReps to annotate and assign each H3K27me3 differential site (see above) to one of the following categories and to the genes associated with them: ProximalPromoter (site within 0.25 kb of a transcription start site (TSS)), Promoter1k (site within 1 kb of a TSS), Promoter3k (site within 3 kb of a TSS), Genebody (site overlaps the genomic region extending from a gene's promoter to 1 kb downstream of the gene’s transcript end site (TES)), Genedesert (genomic regions that are depleted of genes and are at least 1 megabase long), Pericentromere (region between the boundary of a centromere and the closest gene, excluding the proximal 10 kb of the gene's regulatory region), Subtelomere (defined in a manner similar to pericentromere), and OtherIntergenic (any region that does not belong to any of the above categories) (S6A–S6D Table). H3K27me3 differential sites annotated as ProximalPromoter, Promoter1k, Promoter3k and Genebody, and the genes associated to them, were used for downstream analyses. H3K27ac and H3K4me1 differential sites were mapped to their putative gene targets by GREAT [46] using the following parameters: each RefSeq gene was assigned a basal regulatory domain extending from 5 kb upstream to 1 kb downstream of the TSS, and the regulatory domain was extended in both directions to the nearest gene’s basal regulatory domain up to a maximum of 1,000 kb in one direction [46]. For the results presented in Fig 6, genes that were up-regulated in male E1/E2-KO livers (846 genes) were classified into 8 groups (S6M Table) based on the GREAT gene-mark associations and the overlap of the full H3K27me3 region with the gene body or with the 3 kb genomic region surrounding the gene’s TSS. Of the 846 genes, 226 are stringent sex-independent and 260 are sex-biased (S6M Table). The group classifications for these subsets of genes are shown in Fig 6C.

### Upstream regulator, functional annotation and pathway analysis

Differential gene expression and Upstream Regulator analysis for various sets of differentially regulated genes (S4 Table) were implemented using the IPA software suite (https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/) (QIAGEN Inc). Gene Functional Classification analysis of differentially expressed genes was implemented using DAVID v.6.8 (https://david.ncifcrf.gov/); results from these analyses are presented in S5 Table. Genes related to liver fibrosis and hepatocellular carcinoma were obtained by searching for the terms “liver fibrosis” and “Hepatocellular carcinoma” in the Diseases and Functions search field. Lists output by IPA were further filtered to exclude chemicals by retaining only terms with an associated Entrez gene ID for mouse. Lists of 217 fibrosis-related genes and 920 hepatocellular carcinoma-related genes used in our analysis are shown in S7 Table. Heat map generation and clustering were carried out using Morpheus (https://software.broadinstitute.org/morpheus/), with average linkage hierarchical clustering implemented on the rows.

### Statistical analysis

The enrichment for up regulation of sex-biased genes in E1/E2-KO liver as compared to non-sex-biased genes was calculated from the ratio (A/B) divided by (C/D), as shown in this example: A = 240 female-biased genes up-regulated in male E1/E2-KO liver, and B = 842 *minus* 240 = 602 non-female-biased genes up-regulated in male E1/E2-KO liver, where 842 = total number of liver-expressed genes up-regulated in male E1/E2-KO liver; and C = 404 female-biased genes not up-regulated in male E1/E2-KO liver, and D = 10,847 liver-expressed genes not up-regulated in male E1/E2-KO liver (11,491 total liver-expressed genes *minus* 644 total female-biased genes). In this case, (A/B) divided by (C/D) = 10.7-fold enrichment Fisher exact test was used to determine the statistical significance of all the enrichment and depletion calculations (S12 Table). Graphical and statistical analyses were performed using GraphPad Prism 7 software. qPCR data are expressed as mean values and either standard errors of the mean or standard deviation for n = 3 to 12 individual mouse livers per group, as specified in each figure legend. Unpaired t-test or one-way analysis of variance (ANOVA) was used to compare groups to each other, as noted in the figure legends.

## Supporting information

S1 Fig Western blot analysis of Ezh2 protein in male and female mouse liver. (TIF) Click here for additional data file.

S2 Fig Heat map for the set of 440 E1/E2-KO-responsive sex-biased genes. Shown are log2 fold-change values for each of the four indicated comparisons. Decrease in color intensity for many genes (column 4 vs. column 1) indicates loss of sex bias. DKO, Ezh1/Ezh2 double knockout mouse liver.
(TIF) Click here for additional data file.

S3 Fig E1/E2-KO-responsive female-biased genes. **A, top.** Listing of expression data for genes whose UCSC Browser screenshots are shown in this figure. Data shown are fold-change and adjusted p-value for each of the comparisons indicated at the top. For those genes that are de-repressed in E1/E2-KO male livers, a feminization percentage and the differential histone mark group is indicated. **B.** UCSC screenshots of normalized RNA-seq or ChIP-seq reads for *A1bg* and *Hao2*, two female-biased genes that are induced in the E1/E2-KO male liver.
(TIF) Click here for additional data file.

S4 Fig UCSC screenshots of normalized RNA-seq or ChIP-seq reads for *Sult2a1*, *Sult2a5* and *Sult2a6*, three female-biased genes induced in the E1/E2-KO male liver. (TIF) Click here for additional data file.

S5 Fig UCSC screenshots of normalized RNA-seq or ChIP-seq reads for *Cyp17a1*, *Cyp2c69* and *Cyp2b9*, three female-biased genes induced in the E1/E2-KO male liver. (TIF) Click here for additional data file.

S6 Fig UCSC screenshots of normalized RNA-seq or ChIP-seq reads for *Cyp3a16 a* female-biased genes induced in the E1/E2-KO female liver and *Fmo3* a female-biased gene not-induced in the E1/E2-KO. (TIF) Click here for additional data file.

S7 Fig Sites where H3K27me3 marks were down-regulated in male and/or female E1/E2-KO livers. (A) H3K27me3 sites that are up-regulated and down-regulated in E1/E2-KO male and E1/E2-KO female liver compared to sex-matched control livers, based on diffReps FDR <0.05, FC >2. Venn diagrams show the overlap between sets of sites for the indicated male-female comparisons. (B) Shown on the *left* are heat maps for H3K27me3 sites that are significantly differential only in E1/E2-KO male vs. control male comparison (E1/E2-KO-M unique differential sites) (first column in heat map) and RNA-seq expression ratios for their associated genes (next three columns). Similarly: *Right* heat map, H3K27me3 sites that are differential only in E1/E2-KO female vs. control female comparison (E1/E2-KO-F unique) and their associated genes; and *Middle* heat map, H3K27me3 differential sites common to E1/E2-KO males and E1/E2-KO females and their associated genes. Gene associations for each H3K27me3 site were based on the diffReps tool’s output for those sites located in the gene body or promoter region. Values in the first column of each heat map represent log2 fold-change of the ChIP-seq signal between E1/E2-KO and control liver, and the values for each of the remaining 3 columns represent the log2 fold-change of the gene expression values between the indicated conditions, determined by RNA-seq. Shown above each heat map is the number and percentage of sites that were associated with genes. (C) Shown are the enrichment scores and their p-values (see S12 Table) for female-biased genes associated with down-regulated or up-regulated H3K27me3 sites.
(TIF) Click here for additional data file.

S8 Fig Sex-biased H3K27ac and H3K4me1 sites presented in Fig 6B. Venn diagrams show the low degree of overlap between the sex-biased sites identified in control livers and those identified in E1/E2-KO livers. This low overlap between the sets of sex-biased H3K27ac and H3K4me1 sites in control, compared to E1/E2-KO mouse liver, indicates that sex-biased chromatin marks are both gained and lost in Ezh1/Ezh2-deficient liver. DKO, Ezh1/Ezh2 double knockout mouse liver.
(TIF) Click here for additional data file.

S1 Table **A.** RT-qPCR primers, used for analysis of the indicated mouse mRNAs. **B.** qPCR primers for validation of H3K27me3 static and H3K27me3 differential sites. Coordinates shown are for mouse genome mm9.
(XLSX) Click here for additional data file.

S2 Table **A.** Shown are 1,131 liver-expressed genes (FPKM >1) that showed a significant sex-bias in expression (EdgeR adjusted p-value < 0.01) in control (floxed) mouse liver. Also shown are the differential expression values obtained by EdgeR analysis for the following pairwise comparisons: Males/Females (columns D-H); E1/E2-KO-males/floxed males (columns I-N); E1/E2-KO-females /floxed females (columns O-T), and E1/E2-KO-males/E1/E2-KO-females (columns U-Z). **B.** Shown is the set of 113 robust female-biased genes (female/male |fold-change| > 2-fold in each of three independent RNA-seq datasets: (1) floxed male vs. floxed female liver (liver samples G97 M1-M3/G97 M4-M6); (2) sham-treated male vs. untreated female liver (liver samples G88 M10-M12/G85 M5-M6) (both sets from GEO accession #GSE98586); and (3) untreated male vs. untreated female liver. **C.** 8,021 liver-expressed genes that show stringently sex-independent expression (FPKM >1, EdgeR adjusted p-value (FDR) >0.1, |fold-change| < 1.2).
(XLSX) Click here for additional data file.

S3 Table **A.** Responses of all liver-expressed genes (11,491 genes; FPKM >1) to loss of Ezh1/Ezh2 in male and female E1/E2-KO liver. The impact of E1/E2-KO on gene expression was evaluated at |fold-change| > 1.5 and FDR < 0.05. DKO, double-KO. **B.** Responses of sex-biased genes to loss of Ezh1/Ezh2 in male and female E1/E2-KO liver. Analyses are based on the 1,131 sex-biased genes shown in S2A Table. The impact of E1/E2-KO on gene expression was evaluated at |fold-change| > 1.5 and FDR < 0.05. **C.** Responses of stringently sex-independent genes to loss of Ezh1/Ezh2 in male and female E1/E2-KO liver. Analyses are based on the set of 8,021 stringent sex-independent genes shown in S2C Table. The impact of E1/E2-KO on gene expression was evaluated at |fold-change| > 1.5 and FDR < 0.05.
(XLSX) Click here for additional data file.

S4 Table Upstream Regulator analysis, implemented in IPA, was used to discover upstream regulators of the indicated sex-biased and sex-independent gene sets. Shown are those Upstream Regulators with a p-value of overlap < E-03 and an |activation Z-score| >2.
(XLSX) Click here for additional data file.

S5 Table DAVID analysis of gene sets represented in Fig 2A, including sex-biased and stringent sex-independent genes that are up or down-regulated in DKO livers. (XLSX) Click here for additional data file.

S6 Table **A.** Sex-biased H3K27me3 sites. Shown are differential H3K27me3 sites in autosomes identified by diffReps comparison of male controls to female controls based on adjusted p-value < 0.05 and |Fold-change >2|. **B.** Differential H3K27me3 sites in autosomes identified by diffReps comparing E1/E2-KO males to male controls. **C.** Differential H3K27me3 sites in autosomes identified by diffReps comparing E1/E2-KO females to female controls. **D.** Differential H3K27me3 sites in autosomes identified by diffReps comparing E1/E2-KO males to E1/E2-KO females. **E.** H3K27ac sites showing significant differences in control male liver compared to control female liver (sex-biased H3K27ac sites). **F**. H3K27ac sites showing significant differences in E2-KO male liver compared to male liver controls. **G**. H3K27ac sites showing significant differences in E2-KO female liver compared to female liver controls. **H**. H3K27ac sites showing significant differences in E1/E2-KO male liver compared E1/E2-KO female liver. **I.** 3K4me1 sites showing significant differences in control male liver compared to control female liver (sex-biased H3K27ac sites). **J**. H3K4me1 sites showing significant differences in E2-KO male liver compared to male liver controls. **K.** H3K4me1 sites showing significant differences in E2-KO female liver compared to female liver controls. **L.**H3K4me1 sites showing significant differences in E2-KO male liver compared to E2-KO male liver. **M.** Up-regulated genes associated with differential histone marks. H3K27ac and H3K4me1 differential sites were mapped to their putative target genes using GREAT (McLean et al., 2010). H3K27me3 differential sites were mapped to their putative target genes if the region overlapped the gene body or the 3 kb genomic region surrounding the TSS (see Methods). 846 Genes up-regulated in E1/E2-KO males compared to control male liver were classified into 8 different groups based on the patterns of differential histone marks associated with each gene.
(XLSX) Click here for additional data file.

S7 Table **A.** Expression data for a set of 217 genes involved in liver fibrosis. Genes were obtained from IPA by searching for the term “Liver fibrosis” in the Diseases and Functions search field. **B.** Expression data for a set of 920 genes associated with hepatocellular carcinoma (HCC). Genes were obtained from IPA by searching for the term “Hepatocellular carcinoma” in the Diseases and Functions search field.
(XLSX) Click here for additional data file.

S8 Table **A.** Expression data for a set of 121 mouse orthologs of genes upregulated in advanced human liver fibrosis compared to early fibrosis. Gene list is from S7 Table of Grindheim et al. **B.** Expression data for a set of 90 human inflammation genes that are deregulated in liver cirrhosis. Gene list is from S4 Table of Hlady et al.
(XLSX) Click here for additional data file.

S9 Table Listing of 82 genes that gain sex-bias in E1/E2-KO mouse liver. (XLSX) Click here for additional data file.

S10 Table **A.** Maturation genes identified from the RNA-seq datasets from Grindheim et.al. (GSE118757, PMID: 30689973). Differential expression analysis of data from male and females combined (database Exp. #734) identified 3,364 genes whose expression changes significantly from postnatal day 14 (P14) to 2 months of age (either up-regulated or down-regulated from P14 to 2 months, at FDR <0.05 and Fold-change >2. **B**. Enrichment score (ES) calculations. In section (I), we determined the enrichment of the set of 1,131 sex-biased genes (FPKM >1, FDR <0.01) in the set of all 3,364 maturation genes (S10A Table) compared to a background set of 8,021 stringent sex independent genes (FPKM >1, FDR >0.01, Fold-change <1.2). In section (II), we determined the enrichment of the subset of 466 sex-biased maturation genes that are prematurely expressed in P14-Ezh1/Ezh2-KO male liver in the set of 952 prematurely expressed maturation genes, as compared to a background set of stringently sex-independent maturation genes. Enrichments are calculated separately for prematurely up-regulated genes, and for prematurely down regulated genes (top vs. bottom parts of (II). Enrichments were also calculated separately for all sex-biased genes, for female-biased genes, and for male-biased genes (first, middle, and last segments of (II)). Section (III), enrichments were calculated as in section (II), but was based on expression data in P14-Ezh1/Ezh2-KO female liver. Significance was assessed by Fisher's exact test. **C.** Sex biased genes at P14 and 2M, Wild-type and Ezh1/2-KO livers. RNA-seq data was obtained and re-analyzed from Grindheim et.al. (GSE118757, PMID: 30689973).
(XLSX) Click here for additional data file.

S11 Table Imprinted genes that gain sex-bias in the E1/E2-KO. A list of imprinted genes in the mouse was obtained from geneimprint.com. Shown are 5 imprinted genes that gain sex-bias after E1/E2-KO. Only *H19* and *Igf2* become significantly female-biased due to their preferential up-regulation in female E1/E2-KO liver.
(XLSX) Click here for additional data file.

S12 Table Contingency tables for the enrichments shown in Fig 2, Fig 5, Fig 7 and S7 Fig. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

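ChIP-seq for H3K27me3, H3K27ac and H3K4me1 was carried out by the authors on livers of 7 week old male and female floxed control and E1/E2-KO mice. The sample records list 47 samples, 4 for each group and mark except 3 for H3K4me1 in E1/E2-KO female liver, where the paper gives 4. The authors concatenated the 50 nt paired-end reads of the livers of a group, mapped them with Bowtie 2 (version 2.3.2) and called H3K27me3 regions with SICER (version 1.1, window 400 bp, gap 2400 bp) and H3K27ac and H3K4me1 peaks with MACS2 (version 2.1.1, default parameters). They deposited 12 lists, 1 for each mark and group, whose columns are the chromosome, start, end and name of each peak in mm9 coordinates. The deposited lists hold no score, fold enrichment, p-value or read count. Within a list, peaks therefore cannot be ranked by strength. The depth of the pooled reads is not given in the paper's text or the sample records, so how far list lengths follow depth is unknown. No list has a replicate. For this reason no test between groups was made, no standard deviation is given, and no liver could be left out. Wilson 95% intervals of shares cover counting error only and treat neighbouring peaks as independent, which makes them too narrow.

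Start positions were read as counted from 0 and printed as counted from 1. SICER ends lie 1 base before the end of a 400 bp window, and this base was added. Chromosome lengths of the NCBIM37 genome, which is mm9, contain every peak, and its GENCODE annotation (release M1) was used for introns, exons and transcription starts. Gene spans, sex bias and responses to E1/E2-KO came from S2A Table (644 female-biased and 487 male-biased genes), further spans from S6B Table and S9 Table, sex-biased H3K27me3 sites from S6A Table (541 male-biased and 10 female-biased) and amplicons from S1B Table. S2C, S6B and S6C Tables were held only in part, so no set test was run on them, and S6B Table served only to look up single genes.

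Lists were compared by overlap of at least 1 bp. A region or peak of one list without an overlapping one in the other list is called lost, gained or sex-specific, according to the comparison. This measure differs from the diffReps comparison of replicate reads in the paper, since it records whether a peak was called and not how strong it was. Control male and control female regions were merged into a union as in the paper's methods. Coverage of a gene is the percent of its bases inside regions. A gene was counted as covered from 50%, and a change of coverage from 25 percentage points. Peaks were assigned to a gene within 10 kb of its span, whereas the paper used GREAT for H3K27ac and H3K4me1. Shares of sites were set beside 1000 random placements on the same chromosomes, and shares of genes beside 10000 random sets of the same size, matched in deciles of gene length. Percentiles from these sets describe the lists and are not p-values across livers. The share of 50-nt sequences of a gene that occur once in the genome, on both strands, was counted over NCBIM37.

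The genes named in the text were chosen by a rule set before the data were examined. They are the genes that the paper names in connection with histone marks or with de-repression in E1/E2-KO liver and for which its tables give coordinates, and the 3 female-biased and 3 male-biased genes of at least 5 kb with the largest fall in H3K27me3 coverage from control male to E1/E2-KO male liver, the longer gene first among equal falls. Myod1 and Kcnq3 are named because amplicons lie in or near them. Results for one gene of the rule, and for the amplicons that concern it, are not reported here.

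Alternatives set before the data were examined were the autosomes alone, an overlap of at least 50% of the peak, merging of peaks within 1 kb, a gene counted as covered from 25%, gene spans extended by 3 kb, peaks within 50 kb of a gene or within its span only, and a fall of 50 percentage points. Those that rank peaks by score, and the highest score at named genes, could not be run. The widest 50% of the peaks of each list and equal numbers of the widest peaks in each list of a mark took their place after the data were seen. The loss of coverage among genes at least 25% covered in control liver was also added after the data were seen. Programs were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, bedtools 2.31.1 and matplotlib 3.10.9. The overlap and gene set computations were tested on simulated data, in which all 300 peaks removed from a list of 4300 and all 200 added were found, a gene set with a raised share lay at percentile 100, and 3 of 40 random sets lay outside the middle 95%. In a simulated genome all 3902 repeated 50-nt sequences were found among 9853.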

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

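The test of the control male X chromosome share was chosen after the result was seen. The other tests were set before their results were seen. The difference between the sexes in gained H3K27ac peaks was not tested.

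The paper's analysis of H3K27me3 sites in S6 Table covers the autosomes. The region lists also hold the X chromosome, with 2608 regions in control female liver and 1573 in E1/E2-KO female liver, against 50 in control male and 33 in E1/E2-KO male liver. These regions covered 58.6% of the X chromosome in control females, whereas the autosomes of the same list were covered to between 18.7% and 37.5%. In E1/E2-KO females 44.2% was covered. Overlapping regions remained in E1/E2-KO females for 54.5% of the control female X regions (95% interval 52.6 to 56.4%) and for 73.4% of the autosomal ones (72.7 to 74.1%). The tables argue against a mislabelled list, since the 6 male lists together hold 117 peaks on the Y chromosome and the female lists hold 0. They also argue against the single X copy of males as the whole reason for the coverage in females, since a chromosome with the same copy number as the autosomes would lie in their range, and 58.6% lies above it. The near absence of regions from the male X chromosome and the single copy of this chromosome cannot be told apart from a lack of the mark. The X chromosome held 1.60% of the H3K27ac peaks in control male and 1.70% in control female liver, so narrow marks were called there in males, but a broad mark called on a lower read density may behave differently, and the lists hold no read density. The tests are consistent with the hypothesis that the mark on the inactive X chromosome of females is included in these lists and is partly lost in E1/E2-KO liver.

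Among the H3K27ac peaks that differ between control and E1/E2-KO liver, 91.5% were gained in males and 47.9% in females. The control male H3K27ac list is the short one of the 4. Peaks found in the other 3 lists and absent from control male liver alone numbered 9782, which is 9.37 times the largest such number for any other list (1044). A list this short must be missing alone most often, whatever the reason for its length. The median width of these peaks was 589 bp, and that of peaks missing only from control female, E1/E2-KO male or E1/E2-KO female liver was as narrow, at 566 bp, 535 bp and 584 bp, against 1002 bp for the 21992 peaks found in all 4 lists. With equal numbers of the widest peaks the gained share in males was 54.6%. Lower sensitivity of the control male reads and a true lack of H3K27ac in control male liver cannot be told apart, since neither depth nor signal per peak is known.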

How the results depend on the processing

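No paired analysis was possible because each group has a single pooled list and no result comes from a test between livers. For the same reason no liver was left out in turn. The alternatives with the highest-scoring peaks and with the highest score at named genes were not run, since the lists give no scores. The use of the widest 50% of peaks, and of equal numbers of the widest peaks, was chosen after seeing the data, and so was the restriction to genes at least 25% covered in control liver. Unless a reason is given, the cause of a change was not tested.

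With the autosomes alone, the share of lost H3K27me3 regions in female liver was 26.6%, that of gained regions 19.6%, and that of union regions without a sex-biased site 97.5%. The loss of X chromosome regions from the female lists accounts for these changes by construction.

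When at least 50% of a peak or region had to be covered in the other list, more were counted as lost and gained by construction. Lost H3K27me3 regions were 31.3% in male and 34.8% in female liver, and gained regions 27.3% and 25.8%. The gained share of H3K27ac peaks was 89.8% in male and 44.9% in female liver, and that of H3K4me1 in female liver 43.8%. The male share of sex-specific H3K27ac peaks was 12.0% in control and 61.9% in E1/E2-KO liver, and that of H3K4me1 peaks 67.4% and 69.4%.

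Merging peaks within 1 kb reversed the gained share of H3K27ac in female liver, to 51.9%, and of H3K4me1 in male liver, to 50.7%, so that gained and lost peaks are near balance there. It gave a gained share of 90.3% for H3K27ac in male liver and of 46.9% for H3K4me1 in female liver. The male share of sex-specific H3K27ac peaks was 13.2% in control and 58.8% in E1/E2-KO liver, and that of H3K4me1 peaks 68.3% and 69.4%.

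Counting a gene as covered from 25% raised every share, as the criterion is weaker. In control male and E1/E2-KO male liver, it gave 40.5% and 38.8% for female-biased genes, 9.45% and 28.5% for male-biased genes, 53.7% and 44.7% for the up-regulated female-biased genes and 32.5% and 35.3% for the other female-biased genes. In this last class the share rose in E1/E2-KO liver, where it was equal in both groups with the 50% criterion.

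With peaks within 50 kb of the gene, the odds ratio of a gained H3K4me1 peak reversed to 1.04 (95% interval 0.689 to 1.58), while that of H3K27ac was 0.483. The main interval of the H3K4me1 odds ratio already included 1, so it has no clear direction. The odds ratio for loss of H3K27me3 coverage had an interval that included 1 (0.918 to 2.45, around 1.50) when a fall of 50 percentage points was required.

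Only genes at least 25% covered in control liver have that much coverage to lose. Among them the odds ratio for loss of H3K27me3 coverage, up-regulated against other female-biased genes, was 1.02 (95% interval 0.622 to 1.67), near no difference, so the value of 1.86 over all genes depends on how many genes of each class were covered at the start. The shares that lost coverage rose by construction, in male liver to 41.0% of female-biased and 10.9% of male-biased genes, and in female liver to 43.8% and 14.5%.

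With the widest 50% of each list, fewer regions remain, so shares of covered genes and sites fall by construction. The union held 10345 regions, of which 96.8% had no sex-biased site. Male-biased sites were inside regions to 72.6% in control male, 42.7% in control female, 39.0% in E1/E2-KO male and 28.5% in E1/E2-KO female liver. In control male and E1/E2-KO male liver, genes were covered to 26.9% and 23.9% (female-biased), 3.29% and 16.6% (male-biased), 36.9% and 29.5% (up-regulated female-biased) and 20.8% and 20.5% (other female-biased). Lost regions were 25.9% in male and 32.5% in female liver, and gained regions 21.3% and 22.0%. In male liver 13.8% of female-biased genes lost coverage, 11.8% gained it, and 17.0% of male-biased genes gained it. In female liver 7.30% of female-biased and 7.39% of male-biased genes gained coverage. The gained share was 94.3% for H3K27ac in male and 49.5% in female liver and 45.7% for H3K4me1 in female liver. The male share of sex-specific peaks was 7.50% for H3K27ac in control liver, and 68.4% and 68.2% for H3K4me1 in control and E1/E2-KO liver. The odds ratios of a gained peak reversed to 1.07 for H3K27ac and 1.07 for H3K4me1.

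Equal numbers of the widest peaks bring gained and sex-specific shares toward 50% by construction. The gained share was 54.6% in male and 45.8% in female liver for H3K27ac, and 49.5% and 49.0% for H3K4me1. The male share of sex-specific peaks was 42.8% in control and 52.2% in E1/E2-KO liver for H3K27ac, and 52.2% and 52.3% for H3K4me1. Lost H3K27me3 regions were 22.8% in male and 22.4% in female liver, and gained regions 22.6% and 23.7%. Male-biased sites were inside regions to 90.8% in control male and 52.1% in control female liver. The odds ratios reversed to 1.11 for H3K27ac and 1.00 for H3K4me1. The H3K27ac odds ratio was under 1 in each setting that kept all peaks of the lists.

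Extending genes by 3 kb moved none of the 16 leading coverage shares beyond their intervals. In every setting computed, female-biased genes were covered more often than male-biased genes in control male liver. A larger share of female-biased than of male-biased genes also lost coverage in E1/E2-KO liver in every setting. Other directions held as well, such as the low male share of sex-specific H3K27ac peaks in control liver. Male-biased sites were inside regions more often in control male than in E1/E2-KO male liver, but they were chosen for a male excess in control liver, so this follows in part from the selection. Among the values of lesser weight, 368 of 1384 comparisons moved. A reversal was defined only for some of the leading values, so none could be counted here. The unknown depth limits each comparison of list lengths and each statement that a peak is absent.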

Differences from the paper's values

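With all peaks of the lists, no value that the paper states for a measure computed here differed by more than 1.5 times. With the widest 50% of each list, chosen after seeing the data, the union of control H3K27me3 regions held 10345 regions, fewer than the paper's 21036 by construction. The control female H3K27me3 list held 19796 regions against the paper's 19795, and the union of all control regions held 19877. The share of union regions without a sex-biased site was 97.8% against the paper's 97.4%, and 97.5% on the autosomes alone. Several sites in the same region count once here. The paper's share equals what its own numbers of sites and regions give with every site counted, so the measures differ. S6A Table held 541 male-biased and 10 female-biased sites against 538 and 11 in the paper's text.

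Where the lists go against a direction the paper states, the measure also differs, since the paper compared replicate reads with diffReps and the lists record only whether a peak was called. The paper states that more H3K27me3 sites changed, and more were lost, in male than in female E1/E2-KO liver. Here 25.0% of the control male and 29.1% of the control female regions were lost, and the female share was higher with the autosomes alone (26.6%) and under an overlap of 50% (31.3% in males, 34.8% in females). With equal numbers of the widest regions, chosen after seeing the data, the male share was the higher, at 22.8% against 22.4%.

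The paper states that increases in H3K27ac and H3K4me1 far outnumber decreases in both sexes. In the lists 91.5% of the changed H3K27ac peaks in males were gained, but this share rests on the short control male list. With equal numbers of the widest peaks, chosen after seeing the data, it was 54.6%, a setting that brings shares toward balance by construction. Lower sensitivity of the control male reads was not excluded. Gained peaks were not the more numerous for H3K27ac in females (47.9%) or H3K4me1 in males (47.5%) and females (44.6%). With peaks within 1 kb merged, set before the data were examined, gained peaks were the more numerous for H3K27ac in females (51.9%) and H3K4me1 in males (50.7%), and no setting reached this for H3K4me1 in females.

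The paper states that male-biased sites of both activating marks outnumber female-biased sites in control liver and that this difference is lost in E1/E2-KO liver. In the lists, 11.0% of the sex-specific H3K27ac peaks of control liver were male, and the direction was the same in every setting. In E1/E2-KO liver the male share of H3K27ac was 61.0%. With equal numbers of the widest H3K27ac peaks, the male share was 42.8% in control and 52.2% in E1/E2-KO liver. H3K4me1 was male-skewed in control liver (70.2%), and as much in E1/E2-KO liver (70.7%). With equal numbers of the widest peaks, chosen after seeing the data, the male share of H3K4me1 was near balance in both, at 52.2% and 52.3%.

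At single genes, the paper states that Sult2a2 loses H3K27me3, and no list held a region over it. The paper states that H3K27me3 is lost at Cux2 in E1/E2-KO male liver, and regions covered 100% of the gene in control and 98.5% in E1/E2-KO male liver. The paper states that H3K27me3 is reduced at the Igf2 and H19 locus in both sexes, and the locus was 100% covered in all 4 groups.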

Other observations

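The tests of male-biased genes that gain H3K27me3, and of peaks inside E1/E2-KO regions, were chosen after the result was seen. The other tests were set before their results were seen.

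Gained H3K27ac and H3K4me1 peaks lay inside control H3K27me3 regions more often than lost peaks. For H3K27ac, 29.9% of the gained and 17.0% of the lost peaks were inside in male liver, and 33.1% and 21.3% in female liver. For H3K4me1 the shares were 42.8% and 20.3% in male and 35.5% and 22.6% in female liver. Peaks found in both control and E1/E2-KO liver were inside control regions to 15.3% in male and 18.3% in female liver for H3K27ac, and to 31.2% and 27.8% for H3K4me1. The smaller difference between gained and lost peaks of both sexes was 11.9 percentage points for H3K27ac and 12.9 for H3K4me1. This difference alone decides little, since lost peaks are active in control liver, and where activating marks and H3K27me3 exclude each other, random turnover of peaks also keeps them out of control regions. If the marks excluded each other alike in both genotypes, turnover would place lost peaks inside E1/E2-KO regions as often as gained peaks inside control regions. Lost peaks were inside E1/E2-KO regions to 25.1% in male and 20.3% in female liver for H3K27ac, and to 28.4% and 23.1% for H3K4me1. The gained share exceeded these by at least 4.74 percentage points for H3K27ac and 12.5 for H3K4me1 in both sexes, beyond the counting intervals and also relative to the bases inside the regions. The kept peaks speak against such a symmetry. In male liver they were inside E1/E2-KO regions to 29.5% for H3K27ac and 37.8% for H3K4me1, and in female liver to 20.6% and 26.0%. These shares differ from those in control regions, most in male liver, so the comparison cannot decide on turnover. Gained and lost peaks had similar median widths, between 258 bp and 330 bp, and kept peaks were wider, between 514 bp and 619 bp. Gained and lost peaks may thus both be weak. Because the lists hold no measure of strength, weak peaks near the detection limit were not excluded. Gained peaks were also inside E1/E2-KO regions more often than lost peaks, to 36.8% in male and 28.2% in female liver for H3K27ac, and to 45.5% and 31.8% for H3K4me1, so the pattern is not limited to places where the regions are gone. The hypothesis that activating marks appear where chromatin was repressed by Ezh1/Ezh2 stays open. So do random turnover of peaks and, since the depth is unknown, differences in depth between the lists. Few peaks were inside regions lost in E1/E2-KO liver. For H3K27ac the shares of gained and lost peaks were 3.58% and 2.19% in male and 5.97% and 4.14% in female liver, and for H3K4me1 3.59% and 2.85% in male and 5.43% and 3.69% in female liver.

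Male-biased genes gained H3K27me3 coverage in E1/E2-KO male liver. A candidate explanation is a general broadening of regions over genes that were free of the mark. Among protein-coding genes with an H3K27ac peak at the transcription start and no covered base in control male liver, 35 of 265 male-biased genes (13.2%, 95% interval 9.65 to 17.8%) became covered in E1/E2-KO male liver, against 530 of 6644 genes that are not sex-biased in S2A Table (7.98%, 7.35 to 8.65%). The male-biased share lay at percentile 99.97 of length-matched sets. Female-biased genes became covered as often (18.0%, 35 of 194), so the gain was not specific to male-biased genes. Genes that lie close together share regions, which makes the percentile too high by an unknown amount, and expression levels were not matched. For these reasons the percentile does not exclude broadening alone.

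A set of 6 named female-biased genes, Sult2a2, Sult2a4, Cyp2c69, Cyp2c40, Cyp3a41a and Cyp3a44, overlapped no H3K27me3 region in any group and had at most 1 H3K27ac or H3K4me1 peak within 10 kb in a list. Reads shared between paralogs are a candidate explanation. The median share of 50-nt sequences that occur once in the genome was 58.7% for these 6 genes (from 36.4% to 77.9%) and 94.7% for the other 14 named female-biased genes of at least 5 kb (from 57.6% to 99.9%). The difference goes with this explanation, but Sult2a1, at 57.6%, had a region in both control groups, and paired reads are easier to place than single 50-nt sequences. A true lack of the marks at these genes was not excluded.

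Further values at named genes belong to no single claim. Coverage by H3K27me3 regions at Hao2 was 100% in both control groups and 0% in both E1/E2-KO groups. At A1bg it was 100% in control male and 0% in the other groups. Ptgds was outside regions in both control groups and covered to 100% in E1/E2-KO male and 2.27% in E1/E2-KO female liver. Coverage of Ntrk2 was 46.9% in control male, 66.9% in E1/E2-KO male, 26.2% in control female and 30.6% in E1/E2-KO female liver. Trim24 was outside regions in all 4 groups. Xist was covered to 11.8% in control female liver and to 0% in the other groups.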
